# The combination of SMRT sequencing and Illumina sequencing highlights organ-specific and age-specific expression patterns of miRNAs in Sika Deer

**DOI:** 10.3389/fvets.2022.1042445

**Published:** 2022-11-14

**Authors:** Boyin Jia, Xue Wang, Fuquan Ma, Xin Li, Xintong Han, Linlin Zhang, Jianming Li, Naichao Diao, Kun Shi, Chenxia Ge, Fuhe Yang, Rui Du

**Keywords:** Sika Deer, organ-specific, age-specific, miRNA, expression pattern

## Abstract

Due to the lack of high-quality Sika Deer (*Cervus nippon*) transcriptome and sRNAome across multiple organs or development stages, it is impossible to comprehensively analyze the mRNA and miRNA regulatory networks related to growth, development and immunity response. In this study, we used single molecule-real time sequencing (SMRT-seq) and Illumina sequencing methods to generate transcriptome and sRNAome from ten tissues and four age groups of Sika Deer to help us understand molecular characteristics and global miRNA expression profiles. The results showed that a total of 240,846 consensus transcripts were generated with an average length of 2,784 bp. 4,329 Transcription factors (TFs), 109,000 Simple Sequence Repeats (SSRs) and 18,987 Long non-coding RNAs (LncRNAs) were identified. Meanwhile, 306 known miRNAs and 143 novel miRNAs were obtained. A large number of miRNAs showed organ-specific and age-specific differential expression patterns. In particular, we found that the organ-specific miRNAs were enriched in the brain, some of which shared only between the brain and adrenal. These miRNAs were involved in maintaining specific functions within the brain and adrenal. By constructing miRNA96mRNA interaction networks associated with Sika Deer immunity, we found that miRNAs (miR-148a, miR-26a, miR-214, let-7b, etc.) and mRNAs (CD6, TRIM38, C3, CD163, etc.) might play an important role in the immune response of Sika Deer spleen. Together, our study generated an improved transcript annotation for Sika Deer by SMRT-seq and revealed the role of miRNA in regulating the growth, development and immunity response of Sika Deer.

## Introduction

Sika Deer (*Cervus nippon*) is an important economic animal for the purpose to obtain antler and meat. It is widely cultivated in China, Japan and Korea. However, as a non-model animal, the genomic sequence information of Sika Deer is limited, which limits the development of molecular breeding of Sika Deer. In particular, various pathogens have been causing infectious diseases and deaths of Sika Deer. Therefore, there is an urgent need for a long fragment gene sequence that can identify the growth, development and immunity, which will contribute to selective breeding as well as disease prevention and control in Sika Deer.

As a third-generation sequencing method, single molecule-real time sequencing (SMRT-seq) can generate long transcripts without requiring further assembly (1). This method effectively overcomes the problem of the second-generation sequencing that reads length are short and cannot span the entire transcript (2). SMRT technology provided high-quality and complete transcripts by directly reading reverse-transcribed full-length complementary cDNA through the advantage of long read-length (3). SMRT technology is helpful to solve the problems in genome, transcriptome and epigenetic research. This method has been widely used to characterize the full-length transcriptome of animals and plants to collect transcriptome data that reflects the complete species sequence (4–6). As far as we know, the full-length transcriptome sequencing of Sika Deer has not been reported.

In the process of transcription, a large number of non-coding RNAs have regulatory functions (7). MiRNA, as a non-coding RNA of 20–24 nt, cleaves its target or inhibits target translation at the post-transcriptional level (8). It plays a crucial role in gene expression, cell development, immune regulation, tumorigenesis and other life processes (9). Currently, the research on miRNAome of Sika Deer mainly focused on the rapid growth and regeneration of antler, the growth of muscle, the testis development and spermatogenesis (10–12). It lacks the analysis of miRNA expression profiles of different organs and development stages of Sika Deer. MiRNAome studies on other species have shown great organ- and age-dependent variations in miRNA expression. Isakova et al. identified ~400 organ-dependent miRNAs in mice (13); Wang et al. identified 740 organ-dependent miRNAs in giant panda (14); Jie et al. identified 275 organ-dependent miRNAs in Chinese forest musk deer (15); Liu et al. identified 312 age-dependent miRNAs in the citrus red mite (16). In particular, the highly ordered distribution of immune cells in the spleen makes it the largest peripheral immune organ to resist pathogens (17). Many miRNAs are involved in the regulation of immune response (18). However, there are few reports on the regulatory mechanism of miRNAs in the Sika Deer spleen. It is an urgent need to comprehensively examine the spatiotemporal expression changes of miRNAs that regulate the immune response of Sika Deer. In conclusion, we hope to conduct a comprehensive study on miRNAome of different development stages and organs, which will provide new insights into miRNA regulation of growth, development and immunity in Sika Deer.

Here, we provided the complete full-length transcriptome of Sika Deer using RNA-Sequencing (RNA-seq) combined with SMRT-seq. Using the procured transcriptome data, we analyzed coding sequence (CDS), Transcription factors (TFs), Simple Sequence Repeats (SSRs), Long non-coding RNAs (LncRNAs) and gene function annotation. This full-length transcriptome contributed to the comprehensive dataset of genetic information of Sika Deer. In addition, we identified and characterized the miRNA expression profiles from ten tissues of Sika Deer throughout four different life stages using sRNA-seq. We obtained a large number of Sika Deer organ-specific, age-specific miRNAs. Finally, we obtained miRNAs and their target genes related to immunity by constructing the miRNA-mRNA interaction network of the spleen. The above findings will provide a lot of resources for further analysis of the complexity of the growth, development and immunity of Sika Deer.

## Materials and methods

### Animals tissue and RNA extraction

All samples of Sika Deer used were collected from the Institute of Special Economic Animals and Plants of Chinese Academy of Agricultural Sciences. The grouping of 12 Sika Deer was as follows: juvenile (1 year old; *n* = 3), adolescence (3 years old; *n* = 3), adult (5 years old; *n* = 3), and aged (10 years old; *n* = 3). After all Sika Deer were anesthetized and euthanized, ten types of tissue were collected for this study including the adrenal, antler, brain, heart, kidney, lung, liver, skeletal muscle, spleen and testes. Then, the total RNA of each tissue was extracted with TRIzol (Invitrogen, USA). The concentration, purity and integrity of RNA samples were detected by agarose gel electrophoresis, NanoDrop (Nanodrop products, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, USA).

### PacBio SMRT-seq library construction and sequencing

The total RNA samples from ten tissue types at four development stages of Sika Deer were mixed equally based on their concentrations together for PacBio SMRT-seq library construction. High throughput sequencing was completed at the Novogene Bioinformatics Institute (Novogene, China). Briefly, the SMARTer™ PCR cDNA Synthesis Kit (Clontech, USA) was used to reverse transcribe mRNA into DNA. Next, the BluePippin (Sage Science, USA) was used to perform fragment screening of the full-length cDNA for damage repair, end repair, the connection of SMRT dumbbell joints, and exonuclease digestion. Finally, a total of three fragment size libraries, including 1–2 K (4 SMRT cells), 2–3 K (5 SMRT cells), and 3–6 K (5 SMRT cells), were sequenced on the PacBio platform.

### Illumina RNA-seq and sRNA-seq library construction and sequencing

According to the method we described earlier, 40 cDNA libraries were generated using NEBNext^®^ Ultra™Directional RNA Library Prep Kit for Illumina^®^ (NEB, USA) following manufacturer's recommendations (19). After using TruSeq PE Cluster Kit v3-cBot-HS (Illumia) to generate cluster on cBot Cluster Generation System, the library preparations were sequenced on an Illumina platform.

Forty small RNA libraries were generated from 120 samples of ten tissues at four development stages. Briefly, equal amounts of RNAs from three individuals were pooled to construct small RNA libraries using a TruSeq small RNA Sample Pre Kit for each developmental stage (Illumina, USA). Small RNAs with a length of 18–30 nt were collected, followed by high throughput sequencing based on Illumina Hiseq 2,500 (Illumina Inc., USA). 50 bp single-end reads were generated after the clustering of the index coded samples, performed on a cBot Cluster Generation System using TruSeq SR Cluster Kit v3-cBot-HS. After masking the adaptor sequences and removing reads with excessively small tags or from contaminating adapter-adapter ligation, the clean reads were processed for computational analysis. These filtered clean reads were aligned against with NCBI, Repeat Masker and Rfam, allowing a maximum of rwo mismatches to remove repeating ribosomal RNA (rRNA), small interfer RNA (siRNA), small nucleolar RNA (snoRNA), nuclear small RNA (snRNA), transport RNA (tRNA), other non-coding RNAs. The remaining reads was followed by miRBase 22.0 to compare and identify known miRNAs, and predict new miRNAs with miRdeep software 2.0.5 (20).

### Gene structural analysis and functional annotation

Long reads were analyzed using SMRT Analysis software package to obtain full-length consensus transcripts (21). According to the characteristics of the reads of interest (ROI), it can be divided into full-length non-chimeric reads (FLNC), full-length chimeric reads (FLC), and non-full length reads (NFL). Among them, FLNC reads were clustered using iterative isoform-clustering (ICE). Then, the quiver algorithm was used to subsequently polish FLNC reads to create the final consensus transcriptome. All the isoforms were corrected with Illumina short reads using the software LoRDEC (v0.9) (22). The redundancies in the corrected transcript were then removed using the CD-HIT software with the following parameters: -c 0.95 -T 6 -G 0 -aL 0.00 -aS 0.99 to obtain the final transcript (23). Transcript function was annotated based on the following databases: NR (24), Swissprot (25), KEGG (26), KOG (27), GO (28), NT and Pfam (29) using E-value 10^−5^ as a cutoff. The CNCI (30), Pfam-scan (31), PLEK (32) and CPC (33) tools were used to predict the coding potential of transcripts. SSR of the transcriptome was identified using MISA (http://pgrc.ipkgatersleben.de/misa).

### Comparison of miRNA expression profiles in different organs and development stages

In this study, |log2 (foldchange)|>1 and qvalue<0.01 were used as screening criteria to determine the differential expression level of miRNA by using the DEGseq (2010) R package (34). The target genes of differential expression (DE) miRNA were predicted using miRanda software (35). We mapped all the target genes of DE miRNAs to the terms of GO database for GO enrichment analysis. The KEGG database was used for pathway analysis of target genes, and the pathway entries enriched in target genes were identified. GO analysis and KEGG analysis were performed with the DAVID Bioinformatics Resources v6.7 (http://david.abcc.ncifcrf.gov/). Fisher's exact test was used to define significant GO and KEGG as having *p*-value < 0.05.

### Analysis of development-dependent miRNA expression patterns

The comparison was made between two adjacent development stages of each organ, with the younger development stage as the denominator, namely adolescence vs. juvenile (2 vs. 1), adult vs. adolescence (3 vs. 2), and aged vs. adult (4 vs. 3). The fold change of miRNAs ≥2 was classified as the upregulated pattern (U); the fold change of miRNAs ≤ 0.5 was classified as the downregulated pattern (D), and the remaining miRNA was classified as the maintained pattern (M). In total, 27 combinations were possible.

### Analysis of the miRNA-mRNA interaction network

The miRanda database was used to predict the target mRNAs of DE miRNAs and to intersect with the mRNA sequencing data. Their expression patterns were evaluated using the Pearson correlation coefficient. When the expression of target mRNA was negatively correlated with the miRNA, this mRNA could be used as a candidate target mRNA. Finally, the candidate target mRNAs were visually analyzed by Cytoscape 3.5.1 (36).

### Data availability

The sequencing data has been submitted to the NCBI Gene Expression Omnibus. The accession number was GSE212478.

## Results

### Combined sequencing of Sika Deer transcripts

In this study, we established three fragment size libraries (1–2 k, 2–3 K, and 3–6 k) were sequenced on the PacBio platform. A total of 19.43 G of raw data and 19.13 G of clean data were generated by 14 SMRT cells (Supplementary Tables 1, 2). There were 7,586,908 reads of insert, including 425,030 full length non-chimeric reads. 2,40,846 common isoforms were obtained, which were divided into four fragment size ranges of 0–2 k, 2–3 K, 3–6 k, and 6–10 k, with the average lengths of 1,681 bp, 2,400 bp, 4,042 bp, and 7,431 bp, respectively (Figure 1A). We further corrected all the consensus isoforms using the previous Illumina read data of 40 mRNA samples from the ten tissues in the four age groups of Sika Deer (19). A total of 148,362 unigenes were obtained, which could be used for subsequent analysis.

**Figure 1:**
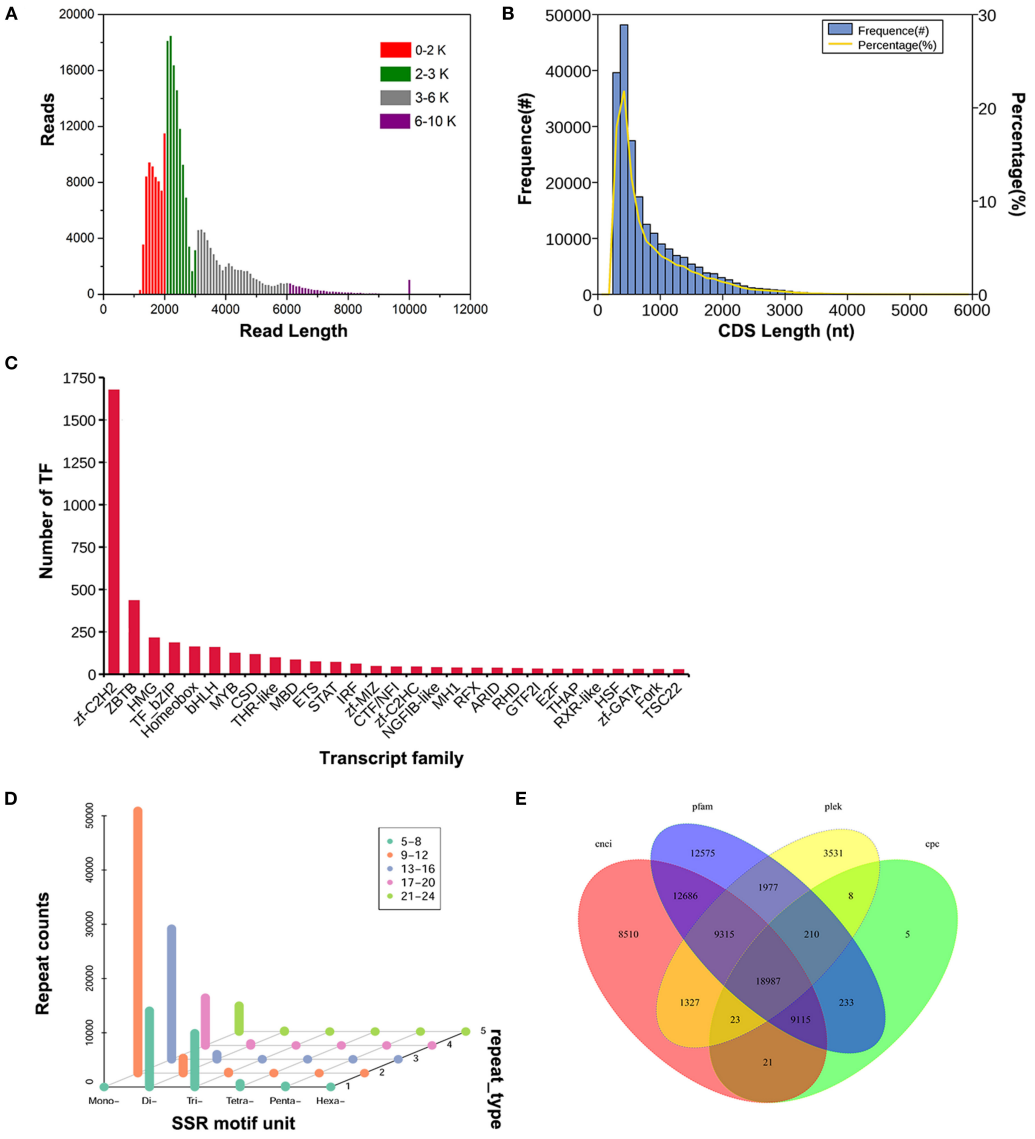
Structure analysis of Sika Deer full-length transcriptome data. **(A)** Length distribution of Sika Deer reads in four fragment size ranges. **(B)** Number, percentage and length distributions of coding sequences of transcripts. **(C)** Transcription factor statistic. **(D)** Scattergram of SSR of transcripts. **(E)** Venn diagram of the number of lncRNAs predicted by CNCI, Pfam, PLEK, and CPC protein structure domain analysis.

### Analysis of CDS, TFs, SSRs, and LncRNAs

CDS prediction was performed on Sika Deer transcripts, and the main distribution range of CDs length was 0–2,000 nt (Figure 1B). TF, as the current research focus, was an important factor affecting the growth and development of animals. We identified 4,329 TFs from 64 families. Among them, the zf-C2H2 (1,676, 38.72%), ZBTB (434, 10.03%), HMG (214, 4.94%), TF_bZIP (185, 4.27%) and Homeobox (161, 3.72%) were the top five transcription factor families (Figure 1C). After analyzing the sequence structure of the transcripts, 109,000 SSRs were detected in 6 nucleotide types. The largest number of single nucleotide repeats and dinucleotide repeats were 37,073 and 10,007, respectively (Figure 1D). lncRNAs were predicted by four programs CNCI, Pfam, PLEK and CPC, with 59,984, 28,602, 65,098, and 35,378, respectively. 18,987 lncRNAs with high confidence were identified (Figure 1E). These results were helpful to understand how genes were expressed and regulated.

### Gene function annotation and categorization

For acquiring a comprehensive annotation of Sika Deer transcriptome, sequences were assigned to align with NR, Swissprot, KEGG, KOG, GO, NT and Pfam, and a total of 131,634, 119,623, 125,888, 88,866, 74,053, 147,893 and 74,053 transcripts were annotated, respectively (Supplementary Figure 1A). 148,065 transcripts were annotated in all databases. 74,053 annotated transcripts could be divided into 56 GO terms (Supplementary Figure 1B). In biological processes, cellular process was the most abundant annotation. In cellular component, the main proportion referred to cell part, cell and organelle. In molecular functions, the genes involved in binding was the most abundant term. In the KEGG database, transcripts were annotated with 46 sub pathways from 6 pathways (Supplementary Figure 1C). Briefly, there were 41,759 unigenes involved in Human Diseases related pathways, in which cancers: overview (7,687 unigenes), Infectious disease: viral (5,240 unigenes) and Endocrine and metabolic diseases (5,170 unigenes) were the top three pathways. There were 24,710 unigenes involved in Metabolism related pathways, in which 3,976 unigenes were predicted to Lipid metabolism, 3,970 unigenes were predicted to Carbohydrate metabolism, and 3,556 unigenes were predicted to Amino acid metabolism. In addition, there were 34,066 unigenes involved in the Organismal Systems related pathways. The most abundant pathways were Immune system (10,306 unigenes) and Endocrine system (6,714 unigenes).

### Overview of small RNA library

We performed small RNA sequencing from ten tissues at four development stages batched to identify a Sika Deer miRNAs expression profile. 

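Small RNA sequencing reads short RNA molecules of a tissue, and the reads that matched a miRNA were counted here. The 40 libraries came from 10 organs at 4 development stages, juvenile (1 year), adolescence (3 years), adult (5 years) and aged (10 years). Each library was made from RNA of 3 deer, pooled before sequencing. There was 1 library for each organ at each stage, so the spread between animals of 1 stage was not measured in any organ. The paper has 12 deer, 3 at each stage, so the organ libraries of a stage come from the same deer. A stage difference is thus a difference between 4 groups of 3 deer, however many organs enter it, and p values for stages, which take the organs as separate, are too small if deer differ in many organs at once. The authors removed adapters and short reads, set aside other classes of RNA, matched the rest to known miRNAs in miRBase and predicted further miRNAs with miRDeep. For each library they deposited the miRNAs with at least 1 read, in RPM, the reads per 1000000 miRNA reads of that library. These values were whole multiples of the value of 1 read, which gave the reads behind them. All 7982 listed values lay within 0.01 of a whole number of reads. Groups of libraries were compared with limma on log2(RPM + 1) after TMM scaling, with organ and stage in the model. TMM scaling sets the library sizes so that most miRNAs stay level between libraries, and it was chosen because a few miRNAs held a large share of the reads. The models covered 124 known miRNAs with at least 10 reads in at least 4 libraries. A miRNA was called at a p value below 0.01 after Benjamini-Hochberg adjustment and, for a contrast between groups, at an absolute log2 fold change above 1, as in the paper. Adding 1 makes the fold changes of scarce miRNAs smaller than those of the reads. Single libraries were compared on their recovered reads with the random sampling model of DEGseq, written out again, at the same limits. The thresholds, groups and covariates were chosen before the data were examined, apart from the GC content of the library as a covariate, which was added after, as were 10 RPM in place of 1 in the log, names as listed and total reads without miR-1. In addition limma took the place of the planned edgeR model after the unit was known. Leaving out numbered miRNAs of antler, described below, was decided after the tables were seen.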

An average of 12,277,285 raw reads (from 10,518,583 to 15,775,844) and 11,945,167 clean reads (from 10,299,549 to 15,528,146) was obtained using 40 libraries (Supplementary Table 3). These sequences were further mapped to the bovine reference genome (Supplementary Table 4). 

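The miRNA reads of a library, on which the values rest, ranged from 41866 in aged testes to 7759033 in juvenile muscle, with a median of 744715 and a ratio of 185 between highest and lowest. The 4 testes libraries held 41866 to 535668 reads (median 82124.5), kidney 329393 to 856485 (median 348261), liver 329913 to 698874 (median 414162), antler 214165 to 722160 (median 444632.5) and adrenal 598098 to 935346 (median 741164.5). Brain held 368429 to 1159823 (median 860560.5), spleen 417621 to 905888 (median 870300.5), lung 650219 to 1046331 (median 904754), heart 905158 to 2582105 (median 2040277) and muscle 5452979 to 7759033 (median 6261241). One read stood for 0.129 RPM in the largest library and for 23.9 in the smallest, so a miRNA seen in muscle could be missed in testes. With the clean reads of Supplementary Table 3 as the base, miRNA reads made up 0.404% to 57.2% of a library, with a median of 6.12%. A single miRNA, miR-1, held 91.1% to 92.9% of the miRNA reads in muscle and 15.1% to 81.5% in heart.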

After comparing the clean reads with the Rfam database, 3.4% of clean reads were annotated to miRNA, rRNA, tRNA, snRNA, and snoRNA (Supplementary Table 5). In addition, comparing the size distribution of miRNA sequences in different organs and development stages, two clear peaks were shown at 20–24 nts and 30–33 nts (Supplementary Figure 2). 

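Together the 40 libraries listed 500 names, 337 of known miRNAs and 163 of predicted miRNAs that carry only a number. Supplementary Table 6 holds 449 of them, 306 known and 143 numbered, and all 449 were found. The 51 names outside that table, 31 known and 20 numbered, were listed in antler alone and had 2248 reads in sum. Numbers in antler did not name the same miRNAs as in the other 9 organs. Of 25 antler values of numbered miRNAs in Supplementary Table 8, 0 equalled the antler value under the same number to within 0.2% and 11 equalled the value under another number, where 1 would do so by chance. In antler, miR-148c held the reads that Supplementary Table 7 gives for miR-2957 in 4 of 4 libraries and was counted as miR-2957. For these reasons the models of organs and stages covered known miRNAs only. The numbers of miRNAs present in an organ include the numbered names that the organ itself lists. For antler they also include the 31 known names outside that table. With 10 reads over the 40 libraries as the minimum, 288 of the 449 remained, 202 known and 86 numbered. Some reads were counted under 2 names, since 9 pairs of names had totals within 1% of each other and nearly the same profile across libraries. They placed 6811427 of 52444509 reads (13.0%) under a second name.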

We discovered 306 known miRNAs and 143 novel miRNAs from ten organs at four development stages of Sika Deer (Supplementary Table 6). These known miRNAs belonged to 164 conserved families and 34 non-conserved families (Supplementary Table 7). 

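In Supplementary Table 7, 151 families have a single member, so their reads could be set beside the reads recovered for that miRNA. For 150 of the 151 the 2 numbers were equal in each of the 40 libraries.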

Several conserved miRNA families had extremely high expression levels, such as miR-1 (27,948,543 reads), let-7 (83,75,515 reads), miR-26 (30,73,218 reads), miR-378 (20,94,4871 reads) and miR-199 (16,81,847 reads). In contrast, the number of reads of non-conserved miRNA families was relatively lower. For example, the total read counts of miR-2403, miR-2447, miR-2424 and miR-6528 families in all 40 libraries were <100.

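Summed over the 40 libraries, the miR-1 family had 27948543 reads, let-7 had 8375515, miR-26 had 3073218, miR-378 had 2094871 and miR-199 had 1681847. These were 53.3%, 16.0%, 5.86%, 3.99% and 3.21% of all miRNA reads. The totals follow the depth and the organ of the libraries. Of the miR-1 reads 84.7% came from muscle, where the libraries were largest, and its level ran from 825 RPM in aged adrenal to 928506 in adult muscle. Heart gave 42.4% of the miR-378 reads and antler gave 45.1% of the miR-199 reads. The totals of let-7 and miR-26 hold reads counted under 2 names. With let-7b and miR-3596 counted once, as both had 3949538 reads and were equal in 40 of 40 libraries, let-7 had 4425977 reads. With miR-26a and miR-26c counted once, miR-26 had 1536635.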

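The reads recovered over 40 libraries were 81 for miR-2403, 73 for miR-2447, 72 for miR-2424 and 51 for miR-6528. They were spread thinly, with a read of miR-2403 in 25 libraries, of miR-2447 in 28, of miR-2424 in 22 and of miR-6528 in 15. In Supplementary Table 7 the 34 non-conserved families have a median of 49.5 total reads, and 22 of them are below 100. The 164 conserved families have a median of 106, and 82 of them are below 100. The largest non-conserved family, miR-3600, has 189848 reads there, and miR-22-3p, a conserved miRNA, had almost the same reads in the same libraries (189845).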

### miRNA expression patterns in different organs and development stages

The expression profiles of miRNAs in different organs of Sika Deer were significantly different (Supplementary Figure 3). Among them, the number of miRNAs was the largest in the adrenal (314) and spleen (308); the number of miRNAs was the least in muscle (231) and antler (242) (Supplementary Table 7). 

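The share of variation tied to organ was taken from a permutational analysis of variance on distances of 1 minus Pearson's r between libraries, over the log2 values of 124 known miRNAs. Organ accounted for 89.5% (organ labels permuted within stages, p = 1e-05, the smallest that 100000 permutations give) and stage for 4.60% (stage labels permuted within organs, p = 0.0242). This permutation moves the organs of a stage apart, although they come from the same deer, so it does not tell stages from groups of deer. In the same permutation test the stage share fell to 2.27% (p = 0.171) with the juvenile libraries left out and the permutation p was 0.0971 with the adult and 0.0528 with the aged left out. The share rose to 6.35% (p = 0.00195, permutation test) with the adolescence libraries left out. With limma, 93 of the 124 miRNAs differed between organs. In contrasts of 1 organ with the mean of the other 9, limma called 50 miRNAs in brain (24 higher, 26 lower), 45 in antler (18 and 27), 42 in muscle (23 and 19), 38 in heart (15 and 23), 27 in liver (12 and 15), 25 in testes (7 and 18), 22 in adrenal (13 and 9), 21 in kidney (12 and 9), 16 in lung (8 and 8) and 7 in spleen (6 and 1). The calls in spleen dropped to 1 without the adult stage and to 4 without the juvenile stage. Leaving out the adult stage also lowered muscle to 22, antler to 25, liver to 17, lung to 10 and testes to 11. Liver had 14 without the juvenile stage and testes 13 without the adolescence stage. The direction of the calls moved with the scaling. On total miRNA reads muscle had 7 higher and 102 lower, heart 11 and 55, antler 17 and 21, brain 27 and 23, testes 41 and 10, kidney 42 and 2, liver 44 and 5, adrenal 32 and 6, and lung 8 and 7. The median log2 difference over the tested miRNAs shifted by -3.30 in muscle, -0.80 in heart, 1.37 in testes, 1.15 in liver, 1.05 in kidney, 0.77 in adrenal, 0.45 in spleen and -0.15 in lung between the 2 scalings. With the size factors of DESeq2 testes had 14 higher and 7 lower, antler 26 and 19, brain 32 and 24, heart 19 and 17, kidney 20 and 8, liver 14 and 26, lung 7 and 17, spleen 9 and 6, adrenal 14 and 12, and muscle 27 and 17.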

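Taking a miRNA as present in an organ at 1 read in at least 1 of its 4 libraries, adrenal had 314, spleen 308, brain 305, kidney 291, heart 285, liver 282, lung 280, testes 264, antler 246 and muscle 231. The 246 of antler include 38 numbers that are not those of the other organs, and 31 known names that only antler lists. With known miRNAs alone there were 229 in adrenal, 216 in brain, 212 in spleen, 210 in kidney, 208 in antler, 198 in testes, 196 in heart, 194 in lung, 186 in liver and 171 in muscle. The 208 of antler again hold the 31 names that no other organ lists, so its place among the organs cannot be read from this count. The order changed when all libraries were given the same total reads. When every library was thinned to 41866 reads, the size of the smallest (median of 20 draws), testes had the most, 193, and muscle the fewest, 71. Adrenal, kidney and spleen then had 175 each, liver 167, brain 166, antler 157, lung 142 and heart 122. Thinning makes total reads equal, not the reads left for miRNAs other than miR-1. As miR-1 held 91.1% to 92.9% of the reads in muscle and 15.1% to 81.5% in heart, their low numbers do not reflect depth alone. With at least 10 reads over the 4 libraries as the limit, the numbers were 171 in adrenal, 168 in brain, 168 in spleen, 147 in lung, 145 in kidney, 140 in heart, 139 in liver, 132 in antler, 128 in testes and 126 in muscle.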

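Among known miRNAs, which could be followed in every organ, 64 had at least 1 read in each of the 40 libraries. With near-identical names merged there were 59. Only 44 had at least 10 reads in each library, and 26 remained with every library thinned to 41866 reads. Another 3 numbered miRNAs had reads in all 36 libraries outside antler and had no value under these numbers in antler.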

Sixty six miRNAs were ubiquitously expressed in ten tissues at four development stages. In particular, many miRNAs were constantly highly expressed at all developmental stages, such as let-7b, miR-7, miR-26a, miR-26c, miR-30c, miR-145,miR-199a-3p, miR-409b, miR-3596, and miR-3604. 

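All 10 of these miRNAs had reads in 40 of 40 libraries, and their levels differed widely between organs. The median over libraries was 106705 RPM for let-7b (1066 in adult muscle to 416330 in adolescence brain), 3956 for miR-7 (242 in aged muscle to 590536 in adolescence adrenal) and 20431 for miR-26a (4424 in adult antler to 325107 in adolescence lung). It was 33341 for miR-30c (1013 in juvenile muscle to 109632 in adolescence kidney), 28718 for miR-145 (638 in adolescence muscle to 198873 in adult spleen) and 30291 for miR-199a-3p (483 in adolescence brain to 287926 in adult antler). For miR-409b it was 1423 (3.65 in aged muscle to 79696 in adult adrenal). By rank among 306 known miRNAs, let-7b had a median rank of 2 and fell no lower than 13, whereas miR-409b had a median rank of 27.5 and fell to 65. The names miR-3596, miR-26c and miR-3604 had nearly the reads of let-7b, miR-26a and miR-199a-3p. Their reads were equal to those in 40, 22 and 5 of the 40 libraries.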

In order to understand the specific expression of miRNAs, we performed cluster analysis on the miRNA expression patterns of ten organs at four development stages (Figure 2). 

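For each library the nearest other library was found by Pearson's r over the log2 values of 124 known miRNAs. It was of the same organ for 37 of the 40 libraries. The exceptions were the adolescence lung and the aged spleen, which were nearest to each other (r = 0.949), and the juvenile testes, which was nearest to the juvenile adrenal (r = 0.920). These r values were taken across miRNAs and describe the likeness of 2 libraries. They carry no p value, since miRNAs are not independent samples.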

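Organ specificity was measured as the likeness of the 4 stages of an organ beside its likeness to other organs. The mean r between stages was 0.978 in muscle (0.954 to 0.991), 0.975 in liver (0.967 to 0.980) and 0.956 in antler (0.931 to 0.974), over 6 pairs of libraries each. With the libraries of the other 9 organs the mean r was 0.731 in muscle, 0.816 in liver and 0.793 in antler.

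**Figure D1:**
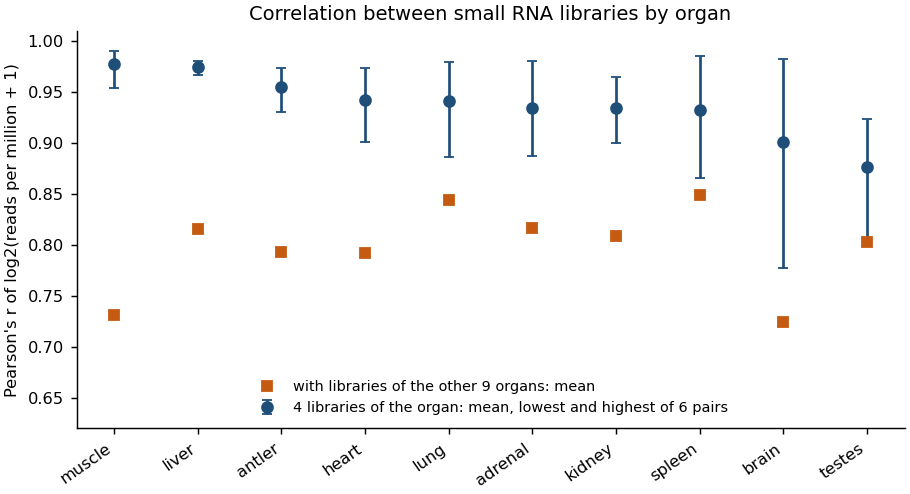
Pearson's r between libraries over the log2 values of 124 known miRNAs. Dots and bars give the mean, lowest and highest of the 6 pairs of libraries of an organ, and squares give the mean with the libraries of the other 9 organs.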

The results showed that miRNAs in the antler, liver and skeletal muscle mainly showed organ specificity. However, miRNAs in the adrenal, brain, heart, kidney, lung, spleen and testes mainly showed development stage specificity. In particular, miRNA expression of the heart, kidney and adrenal in the juvenile and adolescence differed significantly from that of adult and aged; miRNA expression of testis in the juvenile differed significantly from that of adolescence, adult and aged; miRNA expression of spleen in the aged differed significantly from that of juvenile, adolescence and adult. This result reflected the pre- and post-maturity difference.

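In the other 7 organs the mean r between stages was 0.942 in heart (0.901 to 0.974), 0.941 in lung (0.887 to 0.979), 0.935 in adrenal (0.887 to 0.981), 0.934 in kidney (0.900 to 0.965), 0.932 in spleen (0.865 to 0.986), 0.901 in brain (0.777 to 0.983) and 0.877 in testes (0.803 to 0.924). The mean r with other organs was 0.792, 0.844, 0.816, 0.809, 0.849, 0.724 and 0.803 in the same order. A stage difference common to the 10 organs was tested with limma, each organ acting as a block of 4 libraries. It called 6 of 124 miRNAs, with 44 at an unadjusted p below 0.05. The number depended on the tool and on single organs: edgeR called 10 and DESeq2 33, limma called 0 without the organ term, and leaving out heart, lung or muscle gave 0, antler 1 and spleen 12. A covariate for the GC content of the library gave 11. The 3 smallest adjusted p values were those of miR-409a (3.51e-04), miR-140 (0.00306) and miR-493 (0.00493). Their mean log2 values were highest in the juvenile libraries. The fall to the lowest stage was 1.99 for miR-409a (aged, in 9 of 10 organs), 1.44 for miR-140 (adult, in 10 organs) and 2.30 for miR-493 (aged, in 8 organs).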

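The paper drew the splits of heart, kidney, adrenal, testes and spleen from its clustering of these same libraries. Tests of these splits here are thus not independent evidence for them. In heart, kidney and adrenal the mean of the adult and aged libraries was compared with that of the juvenile and adolescence libraries, with organ in the limma model (6 libraries against 6). It called 37 of 106 miRNAs, 25 higher and 12 lower in the adult and aged, and 57 had an unadjusted p below 0.05. The split was 17 higher and 22 lower with DESeq2, which moved the median log2 difference from 0.26 to -0.21, and 25 and 14 with edgeR. On total miRNA reads the median was 0.46. Leaving out adrenal left 8 and leaving out kidney 11, while leaving out heart did not lower the number. With the GC content of each library as a covariate limma called 0, with 33 at an unadjusted p below 0.05. By limma the largest rises were in miR-2898 (log2 2.93, standard error 0.33, adjusted p = 1.00e-05) and miR-2478 (log2 2.48, standard error 0.46, adjusted p = 5.06e-04), each apart in all 3 organs. By limma the largest falls were in miR-2285f (log2 -3.16, standard error 0.48, adjusted p = 1.53e-04) and miR-215 (log2 -2.41, standard error 0.56, adjusted p = 0.00239), which rest on 355 and 199 reads. The older and younger libraries were apart in all 3 organs for miR-2285f and in 2 for miR-215. Kidney held 174 of the 199 reads of miR-215 and heart 1, so this fall rests largely on kidney. In the other 7 organs limma called 0 of 112 (21 at an unadjusted p below 0.05), edgeR 2 and DESeq2 7. The difference between the 2 sets of organs itself gave 0 of 124 with limma (28 unadjusted), 0 with edgeR and 3 with DESeq2. For testes and spleen 1 library stood against 3, and the spread was taken from all organs. In the juvenile testes limma called 1 of 124 miRNAs, miR-133a (log2 -4.89, standard error 0.99, adjusted p = 0.00188), with 43 reads against 180, 191 and 299 at the later stages. There were 26 at an unadjusted p below 0.05, and edgeR called 0 and DESeq2 1. Leaving out the adult or the aged testes gave 0. In the aged spleen limma called 0 of 124 (30 unadjusted), edgeR 0 and DESeq2 3. The mean r of heart was 0.941 between juvenile and adolescence, 0.974 between adult and aged and 0.935 across these 2 groups. It was 0.964, 0.965 and 0.919 in kidney and 0.981, 0.976 and 0.913 in adrenal. In kidney and adrenal every library was nearest to the other library of its group. The juvenile heart was nearer to the adult heart (r = 0.960) than to the adolescence heart (r = 0.941), so heart did not part in this way. In simulated libraries of these depths limma found 88.2% of changes of log2 3 in the 3 organs, 32.5% in the testes comparison and 5% in the spleen comparison. The simulated libraries had 1 common profile, with no differences between organs and no change shared by libraries, so 88.2% may be too high. Each comparison used 1 random choice of changed miRNAs, so 32.5% and 5% do not tell testes and spleen apart.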

**Figure 2:**
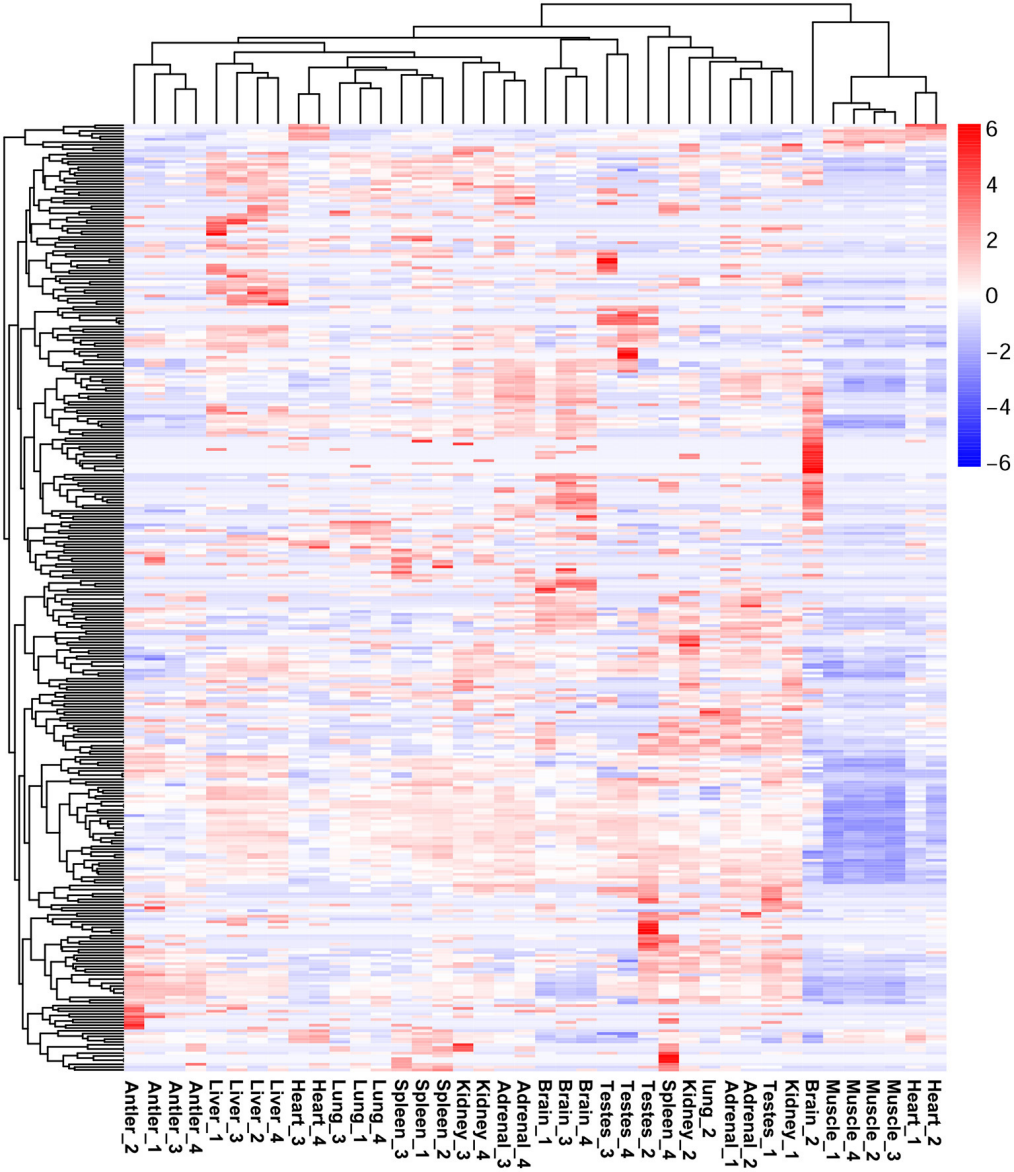
Heat map showing DE miRNAs expression profiles.

### Comparisons of miRNAs expression patterns of different organs

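The 45 pairs of organs were compared at each stage, 180 comparisons in all, with the random sampling model on recovered reads. Antler was compared over known miRNAs. Each comparison sets 1 library beside 1 other and tests whether their reads differ by more than the sampling of reads allows. It does not take in the spread between animals. There were 17579 calls, 4560 at the juvenile stage (median of 86 per pair), 4679 at adolescence (92), 4040 at adult (75) and 4300 at aged (85). When the spread between libraries was taken from a model of organ and stage, the exact test of edgeR called 793.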

We compared the different expression levels of miRNAs in any two tissues (*q*-value < 0.01 and |log2 (foldchange)|>1) (Figure 3). The different expression patterns of miRNAs of Sika Deer in all organs at all life stages were examined. 

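For each organ the miRNA with the largest rise over the other 9 organs is given, among those called by limma and higher at all 4 stages. These were miR-124a in brain (log2 12.10, standard error 0.71), miR-1 in muscle (log2 11.63, standard error 0.56), miR-133a in heart (log2 7.57, standard error 0.50), miR-196b in kidney (log2 7.42, standard error 0.58) and miR-2285j in liver (log2 5.91, standard error 0.37). In testes it was miR-424-5p (log2 5.80, standard error 0.69), in adrenal miR-7 (log2 5.03, standard error 0.50), in antler miR-199c (log2 4.82, standard error 0.38), in lung miR-1468 (log2 3.62, standard error 0.55) and in spleen miR-145 (log2 2.64, standard error 0.27). The adjusted p values lay between 4.53e-19 for miR-1 and 1.37e-05 for miR-1468. Every library of the organ was above all libraries of other organs for miR-124a, miR-1, miR-2285j, miR-199c and miR-145. On TMM-scaled values miR-133a had a higher mean in muscle (347129) than in heart (193065), while in RPM its mean was highest in heart (137578), 6.94 times the next organ. The log2 differences stayed above 1 in the same direction in each alternative that was run.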

For overexpressed miRNAs, the brain had the largest number, followed by the testes, adrenal, kidney, spleen, liver, antler, lung, heart and muscle. 

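An organ was counted once for each miRNA and each of the other organs over which it was higher, with the stages summed. By this count overexpressed miRNAs numbered 2657 in testes, 2383 in kidney, 2311 in liver, 2292 in adrenal, 2068 in spleen, 1929 in brain, 1336 in lung, 1335 in antler, 986 in heart and 282 in muscle. The RPM values of a library share a fixed sum, so the large share of miR-1 in muscle and heart lowers their other miRNAs. With TMM factors in the library sizes brain came first with 1750, followed by spleen with 1490, adrenal 1401, muscle 1373, lung 1189, kidney 1183, liver 1146, antler 1109, testes 1006 and heart 1005. In the exact test of edgeR, with the spread of the organ and stage model, muscle came first with 245.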

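Counted in the same way, underexpressed miRNAs numbered 5612 in muscle, 2855 in heart, 1628 in lung, 1588 in brain, 1429 in antler, 1226 in spleen, 918 in adrenal, 859 in liver, 732 in testes and 732 in kidney. With TMM factors muscle had 1235, heart 1566, testes 1331 and kidney 1148, so the first place of muscle came with the scaling to total miRNA reads. On 10 or more reads over the 2 libraries muscle had 3505.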

For underexpressed miRNAs, the testes had the largest number, followed by the brain, antler, spleen, lung, heart, liver, kidney, adrenal and muscle. We identified organ-enriched miRNAs, which were specific and highly expressed to each organ (Table 1, Supplementary Table 8). 

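A miRNA was taken as enriched in an organ when its mean RPM over the 4 stages was at least 2 times that of the next organ. Of the miRNAs enriched by the mean, 20 were also at least 2 times above every other organ at each of the 4 stages taken alone. They were miR-124a, miR-128, miR-2366 and miRn103 in brain, miR-196a, miR-196b, miR-200b and miR-30b-5p in kidney, miR-424-5p, miR-542-5p and miR-3601 in testes, miR-208a and miR-208b in heart, miR-199a-5p and miR-3120 in antler, miR-2285j and miR-2285l in liver, miR-409b in adrenal, miRn54 in lung and miR-206 in muscle. None was found in spleen at each stage. The names miR-542-5p and miR-3601 stand for the same 48 reads, equal in 40 of 40 libraries, so 1 set of reads counts as 2 of the 20.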

When a 2-fold change was used, we identified 234 organ-enriched miRNAs. 

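At 2-fold, 236 miRNAs were enriched in an organ. The number was 137 at 4-fold, 104 at 8-fold, 83 at 16-fold, 78 at 32-fold, 71 at 64-fold, 70 at 128-fold and 69 at 256-fold. Many rest on few reads. Of the 236, 131 (55.5%) had fewer than 10 reads in the organ and 57 had a single read. At 256-fold 61 of 69 (88.4%) had fewer than 10 reads, and 68 had no read in any other organ, so their fold is not a number. With at least 10 reads in the organ 105 remained at 2-fold and 8 at 256-fold.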

47 (20.09%) miRNAs were detected specifically in the brain, 41 (17.52%) miRNAs in the liver and 35 (14.96%) miRNAs in the testes. 

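By organ the 2-fold set held 47 miRNAs in brain, 41 in liver, 35 in testes, 28 in kidney, 27 in adrenal, 19 in spleen, 16 in heart, 12 in antler, 6 in lung and 5 in muscle. With at least 10 reads in the organ brain had 20, liver 20, testes 14, kidney 12, spleen 11, adrenal 10, heart 7, lung 2 and muscle 1. Depth mattered for brain, which had 31 when libraries were thinned to 41866 reads. Testes had 22 by the median over stages, and muscle had 30 and kidney 9 on TMM-scaled values.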

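The libraries held few reads of these miRNAs. In brain there were 6 reads of miR-488 and 4 of miR-760-5p, each over 3 of the 4 brain libraries. There was 1 read of miR-767, in the adult heart, and 1 of miR-2428, in the aged liver. There were 2 reads of miR-545-3p, both in the adolescence testes. None of the 5 had a read in another organ. No library listed the name miR-219, and miR-219-3p had 9 reads, 3 in each of 3 brain libraries, and none in another organ.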

Meanwhile, we obtained many organ-specific miRNAs, such as miR-219, miR-488 and miR-760-5p in the brain, miR-767 in the heart, miR-2428 in the liver and miR-545-3p in the testis. 

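In the brain and adrenal libraries there were 33 reads of miR-212 (30 in brain), 20 of miR-383 (17 in brain), 10 of miR-153 (9 in brain), 8 of miR-329a (7 in brain) and 3 of miR-496 (2 in brain). The other 8 organs had no read of any of them.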

We also observed that multiple miRNAs existed in some organs, but absented in others, such as miR-329a, miR-496, miR-153, miR-383 and miR-212, which were shared only between the brain and adrenal.

**Figure 3:**
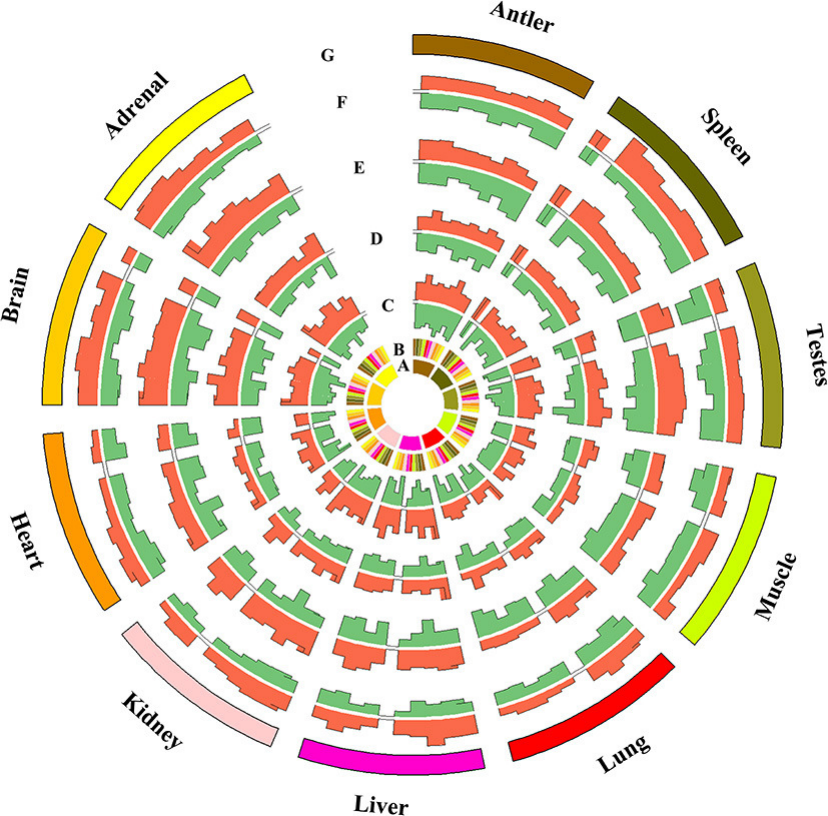
Comparison of miRNAs differentially expressed between any two tissues at the same stage (fold change ≥2 or ≤ 0.5, q value ≤ 0.005).

**Table 1:** The number of organ-enriched miRNAs based on fold change.

**Fold change**	**Adrenal**	**Antler**	**Brain**	**Heart**	**Kidney**	**Lung**	**Liver**	**Muscle**	**Spleen**	**Testes**	**Total**
2	26	14	47	16	27	6	41	5	17	35	234
4	18	4	27	12	11	4	22	5	10	24	137
8	12	3	18	10	7	4	19	5	10	18	106
16	11	2	14	10	4	4	15	5	7	12	84
32	11	1	14	9	3	4	15	5	6	10	78
64	11	1	13	9	3	4	13	5	4	8	71
128	11	1	12	9	3	4	13	5	4	8	70
256	11	1	11	9	3	4	13	5	4	8	69

In addition, we obtained DE miRNA-target genes in ten tissues of Sika Deer annotated in the Swiss-Prot database. GO analysis showed that the ranking of GO terms of organ-enriched miRNAs was associated with biological functions (Figure 4, Supplementary Table 9). For example, the target genes of antler-enriched miRNAs were related to calcium ion binding and calmodulin binding; the target genes of spleen-enriched miRNAs were related to endocytosis and autophagy. Similarly, KEGG analysis showed that the pathways of organ-enriched miRNAs were associated with biologic processes in this study. For example, the target genes of muscle-enriched miRNAs were related to regulation of actin cytoskeleton, the glycolysis/gluconeogenesis; the target genes of spleen-enriched miRNAs were associated with complement and coagulation cascades, platelet activation (Table 2).

**Figure 4:**
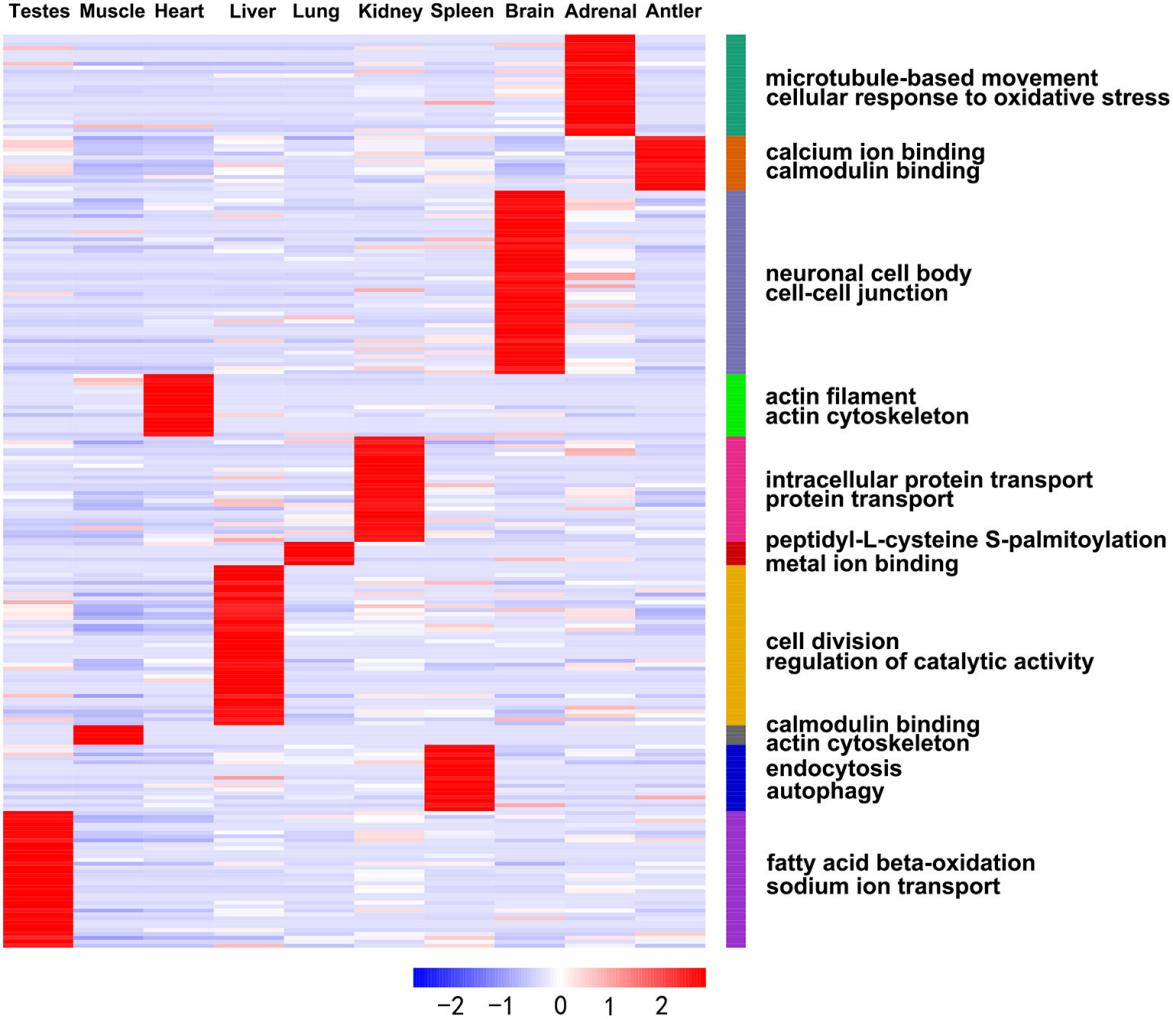
Heat map showing expression profiles of the organ-enriched miRNAs and their target genes with significant GO annotations using the DAVID functional annotation tools.

**Table 2:** Characteristic pathways and biological processes of the organs as demonstrated by the organ-enriched target genes of DE miRNAs.

**Tissue**	**Characteristic pathways and processes**
Adrenal	Metabolic pathways, Thyroid hormone signaling pathway, Insulin resistance
Antler	HIF-1 signaling pathway, PPAR signaling pathway, Dopaminergic synapse
Brain	PI3K-Akt signaling pathway, MAPK signaling pathway, GnRH signaling pathway
Heart	Platelet activation, Arrhythmogenic right ventricular cardiomyopathy, Focal adhesion
Kidney	Arginine and proline metabolism, Fatty acid metabolism, Cysteine and methionine metabolism, Glyoxylate and dicarboxylate metabolism, Tryptophan metabolism
Liver	Biosynthesis of amino acids, Arginine biosynthesis, N-Glycan biosynthesis, beta-Alanine metabolism, 2-Oxocarboxylic acid metabolism
Lung	Autophagy – animal, Peroxisome
Muscle	Glycolysis / Gluconeogenesis, Regulation of actin cytoskeleton
Spleen	Complement and coagulation cascades, Platelet activation
Testes	Progesterone-mediated oocyte maturation, Oocyte meiosis, Prostate cancer

### Comparisons of miRNAs expression patterns of different development stages

The development-dependent miRNA expression at four development stages was examined based on the *q*-value < 0.01 and |log2 (foldchange)|>1 (Table 3). 

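The 4 stages of an organ gave 6 comparisons, 60 over the 10 organs. Each compared 1 library with 1 other by the random sampling model on recovered reads, over all listed miRNAs, with q values of Benjamini-Hochberg. There were 2715 calls in the 60 comparisons. As no stage had a second library of an organ, these calls separate 2 pools and not 2 stages. A spread can be taken from the model of organ and stage, but it also holds any stage change confined to 1 organ. A test against it can hardly find such changes, so few calls do not show that they are absent. With the spread between libraries taken from the model of organ and stage, the exact test of edgeR called 3 in the same 60 comparisons.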

The results showed that the number of development-dependent miRNAs varied by tissue, ranging from 705 in the testes to 56 in the muscle. 

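Summed over the 6 comparisons there were 407 calls in brain, 362 in heart, 340 in spleen, 326 in adrenal, 286 in lung, 267 in testes, 265 in kidney, 180 in antler, 150 in muscle and 132 in liver. A miRNA could be counted in several comparisons. The calls of this model grow with depth. With RPM entered in place of reads, each library is tested as if it held 1000000 reads. In the smallest testes library 1 read then counts as 23.9, so shallow libraries are taken as more precise than they are. This is not a correction for depth. Testes had 685 calls with this input and muscle 66. Antler then had 282 and liver 203.

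**Figure D2:**
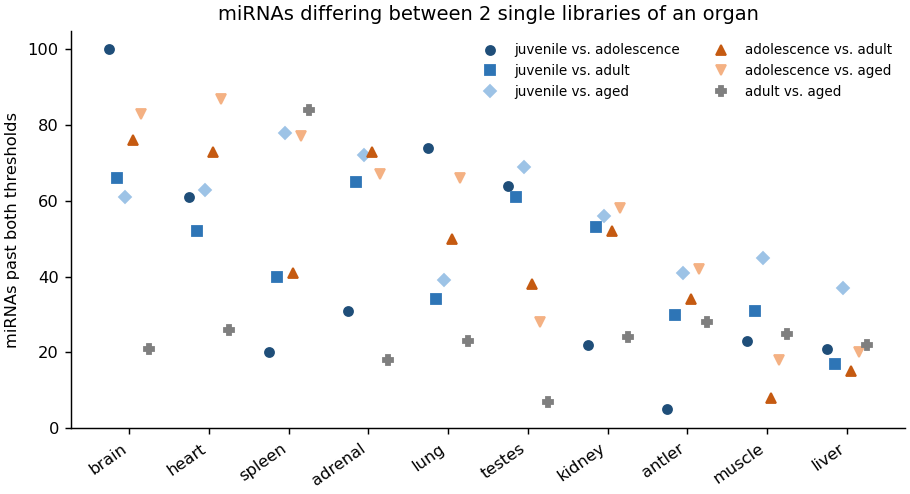
miRNAs called between 2 single libraries of an organ by the random sampling model on recovered reads, for each of the 6 comparisons of stages.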

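Over the 10 organs, juvenile vs. aged had 561 calls, adolescence vs. aged 546, adolescence vs. adult 460, juvenile vs. adult 449, juvenile vs. adolescence 421 and adult vs. aged 278. With RPM entered the numbers were 631, 700, 644, 545, 517 and 392 in the same order.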

We found that development-dependent miRNAs were mainly enriched in the juvenile vs. aged group, the adolescent vs. aged group, and the adolescent vs. adult group. Among them, the DE miRNA of spleen, liver, adrenal, antler and muscle were the most significant in the juvenile vs. aged group; the DE miRNA of testis, brain, kidney and heart was the most significant between adolescence and other stages (adults and aged). 

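Juvenile vs. aged had the most calls in liver (37) and muscle (45). In testes it had 69, beside 64 for juvenile vs. adolescence and 61 for juvenile vs. adult. In adrenal adolescence vs. adult had 73 and juvenile vs. aged 72, and in antler adolescence vs. aged had 42 and juvenile vs. aged 41. Spleen had 84 between adult and aged, 78 between juvenile and aged and 77 between adolescence and aged. The most calls were between adolescence and aged in heart (87) and kidney (58). In brain juvenile vs. adolescence had 100 and adolescence vs. aged 83, and in lung these had 74 and 66.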

The target gene of development-dependent miRNAs were annotated in the SwissProt database. GO analysis showed that the ranking of GO terms of development-dependent miRNAs was usually related to cellular response to oxidative stress, cell division, cell migration, protein transport, protein processing, sodium ion transport, transmembrane transport, microtubule-based movement, apoptotic process and regulation of catalytic activity (Figure 5, Supplementary Table 10).

**Table 3:** Number of DE miRNAs in two different developmental stages.

**Organ**	**1 vs. 2**	**1 vs. 3**	**1 vs. 4**	**2 vs. 3**	**2 vs. 4**	**3 vs. 4**	**Total**
Adrenal	35	75	102	93	68	31	404
Antler	36	38	73	46	73	23	289
Brain	116	71	68	111	133	24	523
Heart	48	35	38	53	65	28	267
Kidney	50	80	76	104	85	43	438
Liver	57	45	67	38	41	35	283
Lung	92	37	48	75	85	21	358
Muscle	11	15	17	4	8	1	56
Spleen	23	33	120	30	92	110	408
Testes	108	129	114	141	130	83	705

**Figure 5:**
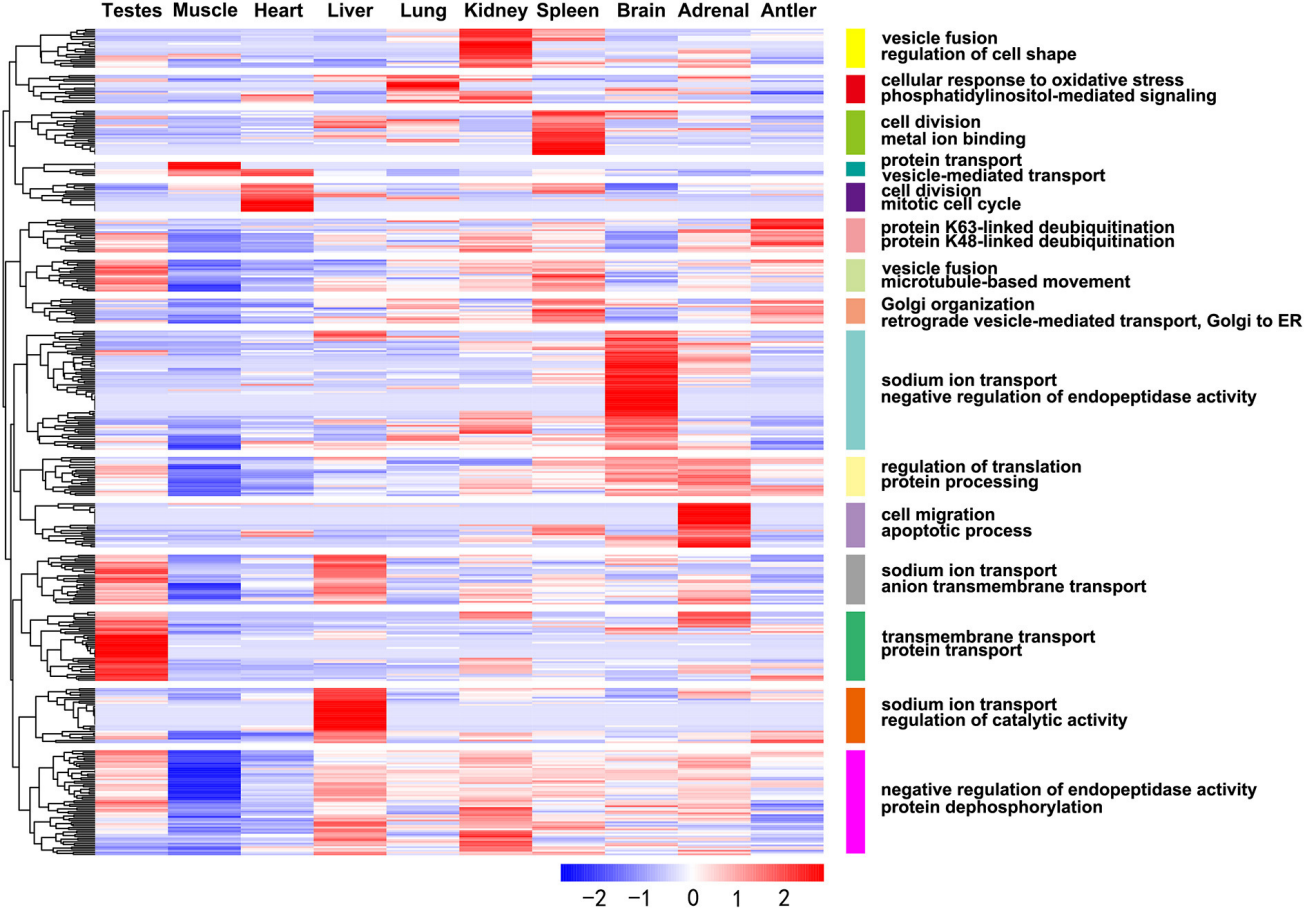
Heat map showing expression profiles of the development-dependent miRNAs and their target genes with significant GO annotations using the DAVID functional annotation tools.

To further evaluate the expression pattern of development-dependent miRNAs, we compared the miRNA expression levels of any two adjacent development stages by using the younger development stage group as the denominator (Figure 6). 

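The paper compares neighbouring stages within each organ and does not say how the organs were combined into its counts of patterns. Here the RPM of a miRNA was averaged over the 10 organs at each stage, without antler for numbered miRNAs. The older stage was divided by the younger at each of the 3 boundaries, with 2 or more as up and 0.5 or less as down. Over the 449 miRNAs, 213 changed from juvenile to adolescence (114 up, 99 down), 232 from adolescence to adult (100 up, 132 down) and 185 from adult to aged (112 up, 73 down). There is 1 mean per stage, so these folds have no p value. Scarce miRNAs weighed on them, as 161 of the 449 had fewer than 10 reads in all 40 libraries.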

Twenty seven expression patterns were determined. Simply, “U” (up) represented the increase across all boundaries; “M” (maintain) represented the similar across all boundaries; “D” (down) represented the decrease across all boundaries. 

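The pattern MMM held 102 of the 449 miRNAs (22.7%), which had a median of 3859.5 reads. UUU held 1 miRNA, with 38 reads, and DDD held 0. The number unchanged depended on how the organs were averaged. It was 378 with geometric means over organs of values to which 1 RPM was added, and 298 with 1 RPM added to the plain means. Pooling the reads of all organs gave 111. Leaving out liver brought DDD to 1 and UUU to 0, and leaving out antler brought UUU to 2.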

The results showed that most miRNA expressions did not change significantly during aging (MMM: 174 miRNAs), only a few miRNAs showed continuous increase (UUU:1 miRNA) or decrease (DDD:1 miRNA). Then, the beginning of adolescence and adult leaded to significant changes in miRNA (MDD: 56 miRNAs; MMU: 51 miRNAs), which indicated that these two-time nodes were critical in the whole life cycle of Sika Deer.

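There were 2 miRNAs with the pattern MDD, both with fewer than 10 reads, and 29 with MMU, of which 21 had fewer than 10 reads. With at least 10 reads required, MDD held 0 and MMU 8. Leaving out kidney or liver brought MDD to 1. MDM, a fall between adolescence and adult alone, held 32 miRNAs and UDU, a change at each boundary, held 29. The 2 boundaries before the adult stage had 213 and 232 changes, against 185 at the last.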

**Figure 6:**
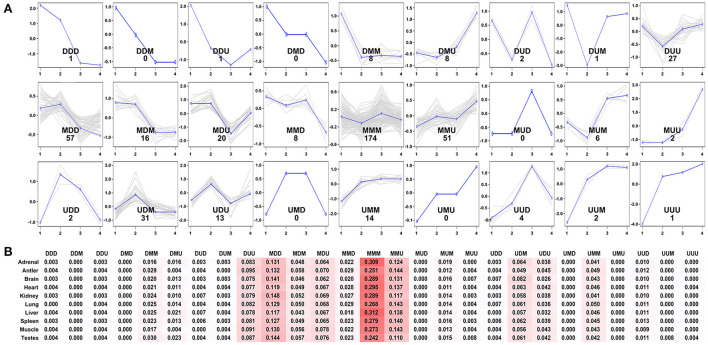
Expression patterns of the development-dependent miRNAs of the Sika Deer. **(A)** The 27 expression patterns of the DE miRNAs obtained by ANOVA between any two sequential stages of development. **(B)** The percentages of miRNAs expression patterns in each tissue.

### Identification of miRNA-mRNA regulatory network associated with the immune response

We integrated the miRNA-mRNA regulatory network associated with the immune response of the Sika Deer spleen. The results showed that 21 miRNAs (393 pairs of miRNA-mRNA) were negatively associated with the immune response genes (Figure 7). Figure 7A showed that miR-1, miR-7, miR-15a, miR-21-5p, miR-26a, miR-30a-5p, miR-33a, miR-98, miR-101, miR-135a, miR-135b, miR-142-3p, miR-142-5p, miR-148a, miR-152, and miR-185 were up-regulated which targeted STAT3, MyD88, CD6, TRIM38, ITK, etc. related to immune response. In contrast, Figure 7B showed that miR-125a, miR-150, let-7b, miR-214, and let-7c were down-regulated which targeted C3, CD163, EGR1, DMBT1, etc. related to immune response. 

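The paper ties these lists to the ageing of the spleen without giving the stages compared, so the aged spleen was set beside the 3 younger spleen libraries, 1 library against 3. All 16 miRNAs were above each of the 3 younger libraries, with a median log2 difference of 3.32 (1.39 to 5.64), or 2.99 on TMM-scaled values. That median was higher than all of 10000 random lists of known miRNAs of the same size and similar level, which had a middle value of -0.03. The lists were chosen by the authors on these libraries, so this is not independent evidence. The difference was largest for miR-142-5p, 2849 RPM against 56.2 (standard deviation 48.9). It was 243240 against 19021 (7385) for miR-26a and 52057 against 4921 (2923) for miR-1. For 3 of the 16 the aged library had fewer than 10 reads, 4 of miR-101, 5 of miR-33a and 6 of miR-21-5p. Among the 13 that could be tested limma called 0, both when adjusted over 124 miRNAs and when adjusted over the listed miRNAs alone. There 10 had an unadjusted p below 0.05, edgeR called 0 of 124 and DESeq2 called 3 of 124. There was no second aged library to show whether they rise in aged spleens or in this pool.

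**Figure D3:**
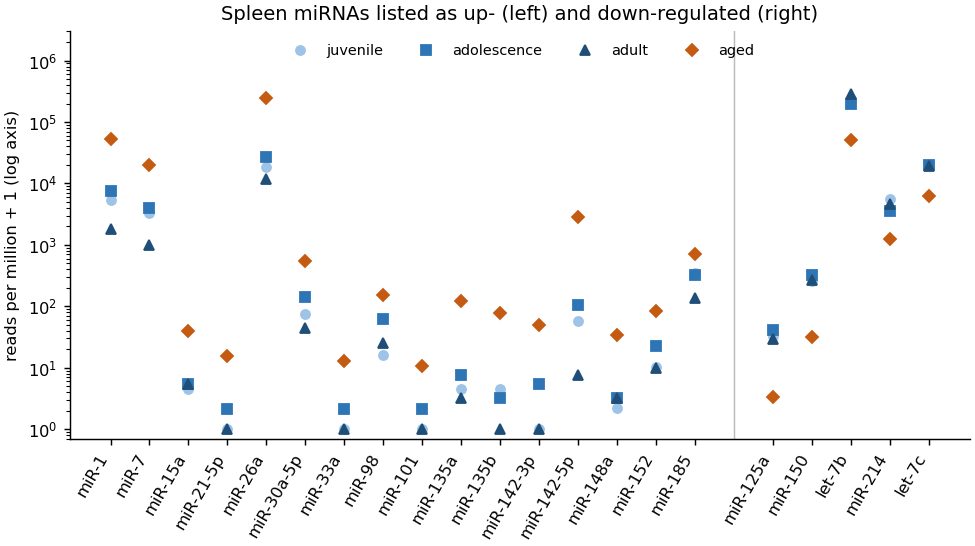
RPM of the listed miRNAs in the 4 spleen libraries, with 1 added for the log axis. Each point is 1 library.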

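All 5 miRNAs were below each of the 3 younger spleen libraries in the aged spleen, with a median log2 difference of -2.22 (-3.35 to -1.68), or -2.31 on TMM-scaled values. Only 0.21% of 10000 random lists of similar level had a lower median. The aged library had 51561 RPM of let-7b against 240901 (standard deviation 45795), 6156 of let-7c against 19713 (582), 1228 of miR-214 against 4536 (997) and 31.1 of miR-150 against 283 (36.6). For miR-125a it had 2.39 against 33.6 (6.08), from 1 read in the aged library. In limma 0 of the 5 passed the limits, adjusted over 124 miRNAs or over the lists alone, with 3 at an unadjusted p below 0.05. In the same comparison edgeR called 0 of 124 and DESeq2 3 of 124, all 3 of them higher in the aged spleen.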

We speculated that these miRNAs and their target mRNAs might play an important role in regulating the immune response of Sika Deer.

**Figure 7:**
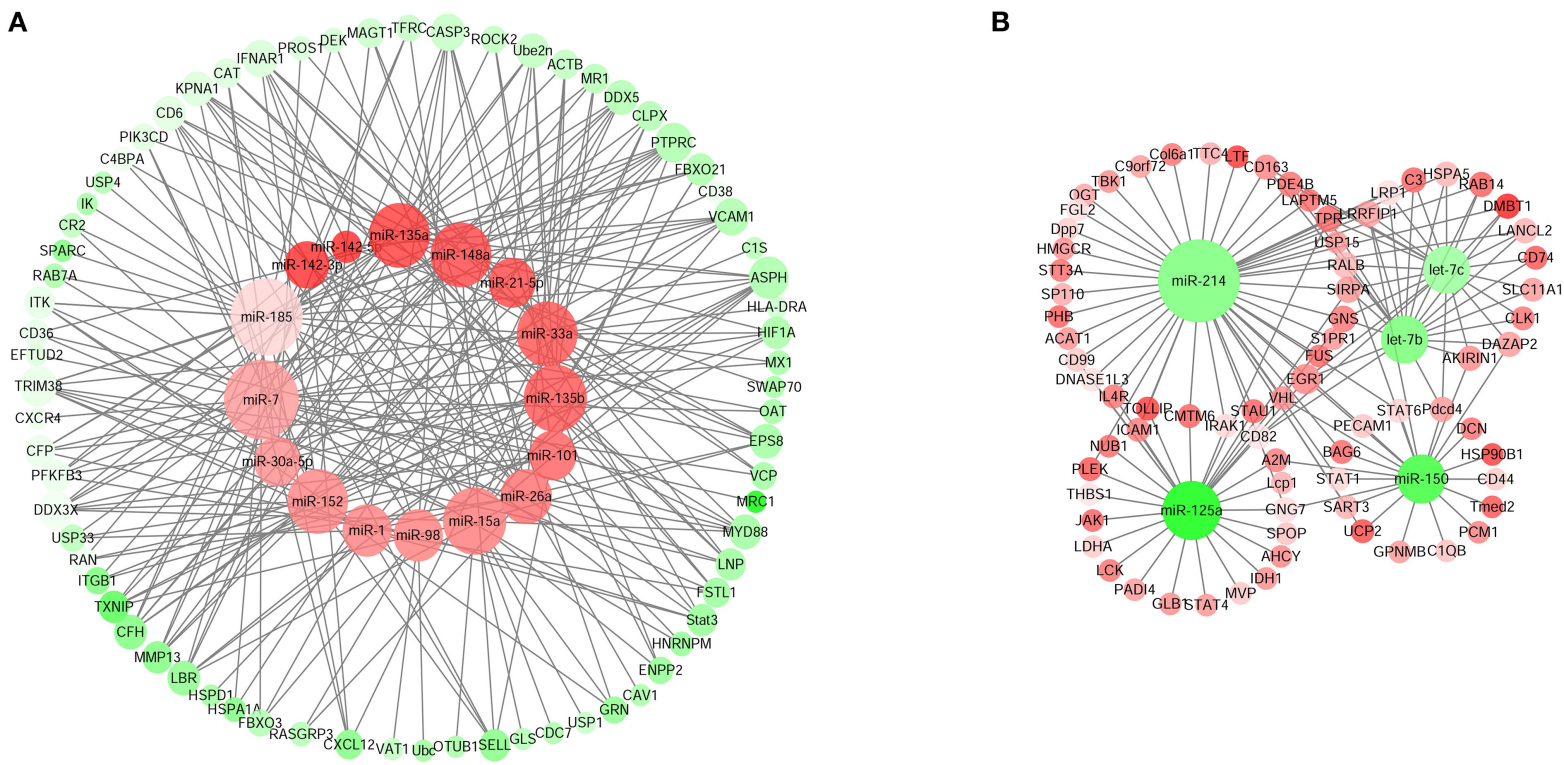
MiRNA–mRNA interaction networks related to immune response in spleen. **(A)** Up-regulated miRNAs and down-regulated target genes related to immune response in spleen. **(B)** Down-regulated miRNAs and up-regulated target genes related to immune response in spleen. The up-regulated miRNAs or genes were displayed as red circles, and the down-regulated miRNAs or genes were displayed as green circles.

## Discussion

The third-generation sequencing had significantly improved the *de novo* assembly of the transcriptome in species lacking reference genomes (37). Although the single base reading error rate of the third-generation sequence technology was quite high, which could be corrected by combining short and long-read sequencing technologies (38). In this study, we collected RNA samples from ten organs at four development stages of Sika Deer. We obtained 7,586,908 complete transcripts of Sika Deer using SMRT-seq combined with RNA-seq. These complete transcripts were much longer than those obtained by RNA-seq (average length 590 bp and N50 length 787 bp) (19). Among them, a total of 148,065 transcripts of Sika Deer were annotated by homologous genes of seven databases. This provided a reference for classifying new transcripts to obtain gene function information. In mammals, TFs that encode less than one tenth of the whole genome strictly controlled the expression of more than 20,000 genes through complex regulatory networks (39). TFs were important regulatory factors in cell differentiation, tumorigenesis and so on (40). In our study, 4,329 TFs of Sika Deer were identified, which was far more than that of cattle. In the comparison of the top five transcription factor families, the HMG and Homeobox of Sika Deer were significantly enriched than that of cattle (41). The identification of these TFs will be helpful for the study of growth, development and immunity in Sika Deer.

Besides, lncRNAs were important factors that regulate gene expression and multiple biological processes. Thousand eight hundred and thirty five lncRNAs of antler have been identified by RNA-seq, but the number of lncRNAs obtained by a single tissue was very limited (42). In our study, 18,987 lncRNAs were identified. These newly identified lncRNAs could be used as candidate genes to characterize their functions. It was the first time to perform the full-length transcriptome of Sika Deer. It provided a reference for accurate gene annotation in subsequent studies.

MiRNAs play an important role in gene regulation in animals. However, researchers only focused on the miRNA expression of antler, muscle and testis of Sika Deer (10–12). But the miRNA study of the single organ cannot fully understand the panorama of its regulation of Cervidae growth and development. In view of this, we obtained 306 known miRNAs and 143 novel miRNAs using sRNA-seq from ten tissue types at four development stages of Sika Deer. These known miRNAs belonged to 164 conserved families and 34 non-conserved families. Some conserved miRNA families, including miR-1, let-7, miR-26, miR-378, and miR-199, showed relatively high reads (more than 1,000,000), while the number of reads of non-conserved miRNA families was relatively lower (<100). This was consistent with the previous research that the expression abundance of conserved miRNAs was higher than that of non-conserved miRNAs (43). Furthermore, the size distribution of miRNA sequences showed two clear peaks at 20–24 nts and 30–33 nts. Among them, the peak of 30–33 nts corresponded to piRNA-like small RNAs, indicating that it might play a role in maintaining genome stability during development. The comprehensive analysis of microRNAome undoubtedly provides an important reference for understanding the regulation of growth, development and immunity of Sika Deer by miRNAs.

The analysis of miRNAs expression levels showed that 66 miRNAs were ubiquitously expressed in ten tissues at four development stages. These miRNAs play basic biological functions. However, more miRNAs showed organ-specificity and age-specificity. In our study, the brain, liver and testis had the largest number of organ-enriched miRNAs, while antlers, lungs and muscles had the least. Similar studies, for example, the number of organ-enriched miRNAs in the brain and muscle of mice was the largest, while the lung, liver and spleen were just the opposite (13); the number of organ-enriched miRNAs in the organs of Chinese forest musk deer from more to less was the heart, spleen, liver, muscle, kidney and lung (15). It can be seen that the organ-enriched miRNAs of Sika Deer were significantly different from that of mice, but similar to that of Chinese forest musk deer. Although they were all mammals, there were significant differences in organ-enriched miRNAs between ruminants and rodents. In addition, we identified brain-specific miRNAs, including well-described miR-219 and previously unknown miR-488 and miR-760-5p (44). There were other unknown organ-specific miRNAs, such as miR-767 in the heart, miR-2428 in the liver, and miR-545-3p in the testis. Surprisingly, we also found that some miRNAs, such as miR-329a, miR-496, miR-153, miR-383, and miR-212, were shared only between the brain and adrenal. The results suggested that some miRNAs were involved in maintaining specific functions within the brain and adrenal, such as the hypothalamus-pituitary-adrenal axis. In order to further study the functional correlation of organ-enriched miRNA, we performed GO analysis on their target genes. We found that the enriched GO terms were in line with the biological function of their organs.

We performed cluster analysis of the miRNA expression profile of all tissues at all development stages. The results showed that miRNAs in many tissues except antlers, liver and muscle had obvious development-specificity. In the heart, kidney and adrenal, miRNA expression in the juvenile and adolescent tissues was significantly different from that of adult and aged. This finding might suggest that miRNA was involved in regulating the adolescent-adult transition of Sika Deer tissues (heart, kidney and adrenal) to promote body maturation. MiRNAs expression in juvenile testis was significantly different from that of other development periods. It was basically consistent with the previous view of Sika Deer transcriptome analysis. The results suggested that sexual maturation in adolescence required new miRNAs in the testis to regulate genes expression. The juvenile-adolescent transition of Sika Deer was a key period of the development of gonads, which was particularly important for the future study of its reproduction. In contrast, the spleen had the most significant difference in miRNAs expression between the aged and other development periods. Therefore, it was speculated that miRNAs play a crucial role in maintaining immune homeostasis. We further analyzed 27 possible miRNA expression patterns across the life cycle of the Sika Deer. The results showed that the vast majority of miRNAs remained unchanged in all tissues. However, the beginning of adolescence and adult leaded to significant changes in miRNA. It could be seen that the changes in miRNA expression patterns were not random. Especially from adolescence to adult, miRNAs were involved in regulating the maturation of all organs of Sika Deer.

The spleen was an important organ for the stability of the immune system, which was regulated by many factors (45, 46). Among them, miRNA was an important immune regulatory factor, which participated in the process of disease occurrence and development (47). For the first time, we integrated the regulatory network of miRNAs-mRNAs in the spleen of Sika Deer, thereby identifying the target genes of immune-related miRNAs. In Figure 7A, miR-1, miR-7, miR-15a, miR-21-5p, miR-26a, miR-30a-5p, miR-33a, miR-98, miR-101, miR-135a, miR-135b, miR-142-3p, miR-142-5p, miR-148a, miR-152, miR-185 related to immune response were up-regulated. The target genes of the above miRNAs had multiple central nodes, such as STAT3, MyD88, CD6, TRIM38, ITK, etc. STAT3 was a member of the STAT family, which exhibited important immunoregulatory effects in distinct T-cell and myeloid cell compartments (48, 49). For example, STAT3 achieved immune escape through negative feedback regulation of MHC class I (50). MyD88 was an adaptor protein of multiple signaling pathways, which could mediate TLRs to cause inflammatory response (51). The alternative splice of MyD88 had two subtypes of MyD88L and MyD88S: MyD88L, through LTLR/MyD88/NF-κB signaling pathway, became the core participant of innate immunity; MyD88S promoted pro-inflammatory M1 macrophage polarization through interaction with TLR4 (52). As a costimulatory molecule, CD6 participated in thymus development, T cell activation and immune response (53). Kureel et al. found that the expression level of CD6 in the elderly was significantly lower than that of the young counterparts (54). Our result was consistent with this. TRIM38 was a TRIM family member containing a typical E3 ubiquitin ligase domain. TRIM38 had been shown to play a role of negative feedback regulation through different mechanisms in various innate immune responses and inflammatory pathways (55). ITK, as a Tec family kinase, was mainly expressed in T cells (56). It was the key mediator of the strength of signal delivered by the TCR, regulating processes like T cell development and Th1, Th2, Th9, Th17 responses, etc. (57). In this study, with the aging of the Sika Deer spleen, the up-regulation of immune-related miRNAs inhibited the expression of STAT3, MyD88, CD6, TRIM38, ITK, etc., thereby regulating the immune response.

In Figure 7B, let-7b, let-7c, miR-125a, miR-214 and miR-150 related to immune response were down-regulated. The target genes of the above miRNAs had multiple central nodes, such as C3, CD163, EGR1, DMBT1, etc. C3 was the core component of the complement system and the most abundant complement in serum. C3 was the intersection of complement activation pathways (classical, alternative, and lectin pathway) (58). C3 could increase cell-cell interactions, induce intracellular signals after binding to its receptors, and increase intracellular antigen processing. This contributed to the immune response and immune memory (59). CD163, a class I membrane protein, was used as the most specific marker for monocytes and macrophages (60). Human peripheral blood macrophages showed high CD163 expression in the stage of inflammation regression, while monocytes were just the opposite (60). CD163 played an anti-inflammatory and antioxidant role by regulating the expression of inflammatory factors, which was related to the function of scavengers (61). EGR1 was an immune response related transcription factor (62). EGR1 could induce T cell activation and response (63). EGR1 was also a signaling intermediate in B-cell antigen receptor stimulated B cell functional response (64). DMBT1 was a member of the SRCR superfamily and also a tumor suppressor, playing a role in innate immune defense and inflammation (65, 66). Taken together, it was speculated that the down-regulation of let-7b, let-7c and miR-214 promoted the expression of C3, CD163, EGR1, DMBT1 during the aging process of the spleen, thus regulating immune defense.

## Conclusion

We have successfully provided the full-length transcriptome of Sika Deer by combining SMRT-seq and RNA-seq technologies. The analyses of CDs prediction, TFs prediction, SSRs discovery, LncRNAs prediction and gene annotation were smoothly conducted. This was a major advance in Sika Deer genetics. We identified 306 known miRNAs and 143 novel miRNAs from ten organs at four developmental stages. Many miRNAs displayed organ-specificity and age-specificity.

In addition, we obtained an immune-related miRNA-mRNA interaction network of the Sika Deer spleen. In conclusion, this study provided lines for understanding the roles of miRNAs in the major physiological processes, such as growth, development and immunity in Sika Deer. It also provides important and valuable basis resources for advanced genomic research on Sika Deer.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the Jilin Agricultural University Committee on the use of live animals. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

BJ, RD, and FY: conceptualization. BJ, XW, FM, XL, and XH: methodology. BJ, LZ, JL, and ND: software. BJ: writing—original draft preparation. BJ, KS, and CG: writing—reviewing and editing. RD: supervision. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by National Natural Science Foundation of China (Grant/Award Number: 32002171), Science and Technology Research Project of Jilin Province Education Department (Grant/Award Number: JJKH20220364KJ), and Jilin Province Major Science and Technology Special Project (Grant/Award Numbers: 20220304001YY and 20220304003YY).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

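Small RNA sequencing libraries were taken from 10 organs of Sika Deer (adrenal, antler, brain, heart, kidney, liver, lung, muscle, spleen and testes) at 4 development stages, juvenile (1 year), adolescence (3 years), adult (5 years) and aged (10 years). Each of the 40 libraries was a pool of RNA from 3 deer. The paper has 12 deer, 3 at each stage, so the 10 organ libraries of a stage come from the same deer and those of different stages from different deer. Every organ had 1 library at each stage, so neither the spread between animals nor that between repeat libraries was measured. The libraries were linked to organs and stages by the names that the deposited tables and the supplementary tables share.

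The deposited tables hold RPM values, which the authors made by removing adapters and short reads, setting aside other classes of RNA, matching the remaining reads to miRBase and to miRNAs predicted with miRDeep, and dividing the reads of each miRNA by all miRNA reads of the library. The column header calls the unit tpm, but the values are not divided by length. A miRNA with no read is not listed. In each library the smallest step between values was the value of 1 read, and all 7982 listed values lay within 0.01 of a whole number of reads, with a largest distance of 0.000243. The reads recovered in this way were used wherever a test needs counts. The SMRT sequencing, the mapping of the small RNA reads, the target genes and the GO and KEGG results could not be examined, as the tables hold miRNA values alone.

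The depth per library ran from 41866 to 7759033 miRNA reads (median 744715), so 1 read stood for 0.129 to 23.9 RPM. A miRNA at 10 reads has a standard deviation of 0.316 of its value from the sampling of reads alone, and in the smallest library this is the precision at 239 RPM.

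Names were handled as follows, after the tables had been seen. Numbered miRNAs of antler do not carry the numbers of the other organs, so the models and the analysis of variance used the 306 known miRNAs of the paper in 40 libraries. In antler miR-148c was counted as miR-2957. Organ-enriched miRNAs and stage patterns used the 306 known miRNAs in all organs and the 143 numbered miRNAs outside antler. Comparisons of single libraries within an organ used all listed names.

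Differences between groups were fitted with limma 3.58.1 (trend in the prior variance) in R 4.3.3 on log2(RPM + 1) after TMM scaling with edgeR 4.0.16. A miRNA was tested with at least 10 reads in at least 4 libraries of the comparison, and called at an adjusted p below 0.01 (Benjamini-Hochberg) and an absolute log2 fold change above 1. The models were organ and stage over 40 libraries for differences between organs, between stages and between 1 organ and the mean of the other 9; organ and maturity (adult and aged against juvenile and adolescence) in heart, kidney and adrenal and in the other 7 organs; their interaction; the juvenile testes against the 3 later testes; and the aged spleen against the 3 younger spleens. The last 2 have 1 library on a side and take their spread from all organs. An edgeR model of counts was set first, and limma took its place once the deposited unit was known to be RPM. The edgeR model on recovered reads is reported as an alternative.

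Single libraries were compared with the random sampling model of DEGseq, written in Python 3.11.15, with 0.5 in place of 0 reads, a q value below 0.01 and an absolute log2 fold change above 1. It was run in 60 comparisons of stages within organs and 180 comparisons of organs within stages. It treats the reads of 2 libraries as the only source of spread. The share of variation used distances of 1 minus Pearson's r, with 100000 permutations of organ within stage and of stage within organ. A miRNA was organ-enriched when its mean RPM was at least 2 times that of the next organ, with limits up to 256. Stage patterns used the mean RPM over organs, with a ratio of at least 2 as up and at most 0.5 as down, which gives 27 patterns. Numerical work used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

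Besides the miRNAs that the paper names, the text names for each organ the called miRNA with the largest rise that was higher at all 4 stages, for the stage test the 3 with the smallest adjusted p, and for the maturity, testes and spleen comparisons the 2 largest rises and the 2 largest falls past the limits. That rule was written with the values of Supplementary Tables 6, 7 and 8 already seen. The 20 miRNAs enriched at each stage were named in full after their values were seen.

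Alternatives set beforehand were scaling to total miRNA reads, DESeq2 1.42.0, no minimum of reads, merging of near-identical names, leaving out miR-1, a model with no organ or stage term, leaving out each organ, stage or library in turn, the exact test of edgeR for single libraries with the spread of the organ and stage model, Storey q values, an exact binomial test, TMM factors in the library sizes, RPM as the input of the random sampling model, libraries thinned to 41866 reads (20 draws), and other means for enrichment and stage patterns. Added after the data were seen were the edgeR model of groups on recovered reads, 10 RPM added before the log, names as listed, the GC content of the library as a covariate, and total reads with miR-1 left out. Organs were relabelled within stages 100 times. Stages were moved as a whole, with all organs of a stage together, which leaves 3 splits for maturity and 1 for the 4 stages. The models were tested on simulated data of the same depths with 40 changed miRNAs at most. All simulated libraries had 1 common profile and independent spread, and each comparison used 1 random choice of changed miRNAs. The shares found are thus rough and may be too high. At a change of log2 3, limma found 85% of them in an organ contrast, 97.5% between stages, 88.2% for maturity in 3 organs, 75% for the interaction, 32.5% in the testes comparison and 5% in the spleen comparison, where 50% were found at log2 5.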

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

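Every set of 4 libraries of an organ was examined for a library whose gap to its nearest neighbour takes up most of the range of the set. In 9 of 80 such sets a library stood apart, where chance gives about 4. These were 7 libraries, the aged spleen in 3 sets and the others in 1 each. The test of the antler numbers was chosen after the result was seen. The tests of depth, clean reads, scaling, muscle or heart tissue and the shared direction were set before their values were seen.

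Total miRNA reads stood apart in 3 libraries. The aged kidney had 856485 against a mean of 341972 (standard deviation 21745) in the other 3 kidney libraries, the aged spleen 417621 against 882163 (28783), and the juvenile testes 535668 against 68705 (27606). The number of clean reads in Supplementary Table 3 argues against sequencing effort as the source, since these libraries had 97.6%, 82.9% and 93.1% of the mean of the other libraries of their organ. The share of clean reads that were miRNA differed instead, at 7.95% in the aged kidney, 4.03% in the aged spleen and 4.84% in the juvenile testes. What stays open is the yield of small RNA in the preparation and the make-up of the tissue at that age, and neither was tested.

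The adolescence brain listed 172 names, where the other brain libraries listed 224 to 232. It was the smallest brain library. With every brain library thinned to its 368429 reads, the others listed 184.5, 197 and 184.5, and the gap took up 0.5 of the range, no longer apart. The depth of the library is a candidate explanation for the lower number. A change of the brain at this stage remains untested.

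The miR-1 family had 4815 RPM in the adolescence lung against 1015 (40.9) in the other lung libraries, and 52057 RPM in the aged spleen against 4921 (2923). With TMM scaling the gap took up 0.928 and 0.880 of the range, which argues against scaling to total reads as the cause. A direction of change shared with the other 9 organs, fitted without the organ in question, was then taken out. On the log2 scale the gap in the lung fell from 0.830 to 0.657 of the range, and there this direction is a candidate explanation. The lung gap had lain close to the limit of 0.829 beforehand. In the aged spleen the gap fell from 0.588 to 0.500. That library had not stood apart on the log2 scale beforehand, so the test cannot decide. Muscle or heart tissue in the aged spleen library could bring miR-1 along with miR-133a. There miR-133a fell by 2856 RPM, from 4695 (1172) to 1839. The rise of miR-133a that muscle would bring, 457 to 1409 RPM, is below the level that younger spleens already had. Heart would bring 1690 to 78667 RPM, depending on the heart library, and all but the low end of this is above the 1839 RPM found. For muscle, and for heart at the low end, such tissue cannot be told apart from a change in the spleen. Age of the deer stays open and untested.

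The miR-26 family had 578277 RPM in the juvenile brain against 48317 (36865), and 486470 RPM in the aged spleen against 38042 (14769). With TMM scaling the gap took up 0.940 and 0.937 of the range, which argues against the scaling. With the shared direction taken out the gap of miR-26a in the juvenile brain shrank from log2 3.69 to 1.68, and the range from 5.77 to 1.98, so the direction took away over 50% of the gap. As a share of the range the gap in the juvenile brain went from 0.640 to 0.849. In the aged spleen the gap shrank from log2 3.07 to 0.67, and the range from 4.05 to 1.21. Its share of the range went from 0.756 to 0.555. On the log2 scale neither library had stood apart before, so the test cannot decide. Nearly the same reads are counted as miR-26a and as miR-26c, which doubles the family in all libraries alike. Development stage is a hypothesis that 1 library per stage cannot test.

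The miR-378 family had 21317 RPM in the juvenile lung against 7060 (773) in the other lung libraries. With TMM scaling the gap took up 0.876 of the range. With the shared direction taken out it was 0.800, close to 0.801 before, where the log2 values did not stand apart, so the test cannot decide. A stage difference in the lung was not tested apart from this library.

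Names outside the list of the paper were found in antler only and held 2248 reads over 51 names. The most abundant had 1046 reads. No control library exists, and a name with any read is above the limit of 0. Their presence goes with a naming of the antler tables that differs from that of the other organs, for which 11 of 25 numbered values of the paper were found under another number and 0 under the same number. A biological explanation was not tested.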

How the results depend on the processing

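Settings chosen only after the values were seen were the edgeR model of groups on recovered reads, 10 RPM added before the log, names as listed, the GC content as a covariate, and total reads with miR-1 left out. No paired analysis was possible between stages because libraries of different stages come from different deer. The organ libraries of a stage come from the same 3 deer, so the limma comparisons of organs were paired by pool through the stage term. Without that term 90 miRNAs differed between organs in place of 93. For each setting below the cause of the change was not tested unless the setting itself shows it.

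The 93 miRNAs that differed between organs numbered 72 to 119 in the other settings with known miRNAs, and 125 with names as listed. The organ share of variation stayed between 87.0% and 92.8% in the 9 alternatives run. Of 248 repeats of the single miRNAs named by the rule, 216 stayed on their side of the threshold and 32 no longer passed it. None changed direction among those with a sign, which the stage tests of miR-409a, miR-140 and miR-493 do not have. Of 216 repeats for the spleen miRNAs of the paper, 213 stayed as they were and 3 passed the threshold.

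In contrasts of 1 organ with the others, scaling to total miRNA reads gave 38 calls in adrenal, 66 in heart, 44 in kidney, 49 in liver, 109 in muscle, 13 in spleen and 51 in testes. Spleen had 15 calls with DESeq2, 11 with edgeR and 13 with names as listed, where antler had 75. The antler names that other organs lack explain that rise by construction. Leaving out 1 stage gave 25 to 45 calls in antler (25 without adult), 14 to 22 in liver (14 without juvenile, 17 without adult), 10 to 14 in lung (10 without adult), 22 to 42 in muscle (22 without adult), 1 to 8 in spleen (1 without adult, 4 without juvenile) and 11 to 22 in testes (11 without adult, 13 without adolescence). There 3 libraries of each organ are left in place of 4.

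The test of stage differences (6 calls by limma, 44 at an unadjusted p below 0.05) gave 33 with DESeq2, 10 with edgeR, 12 with miR-1 left out, 11 with the GC content as a covariate, 2 with every miRNA with a read and 0 without the organ term (7 unadjusted), where the spread between organs enters. Leaving out 1 organ gave 0 to 12 calls, with 0 without heart, lung or muscle, 1 without antler and 12 without spleen. The stage share of variation ran from 2.27% to 6.35% when 1 stage was left out, and its permutation p was above 0.05 without the juvenile, the adult or the aged libraries.

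The maturity difference in heart, kidney and adrenal (37 calls) gave 8 without the organ term and 0 by limma with the GC content as a covariate (33 unadjusted; edgeR and DESeq2 were not run with it). Leaving out 1 organ gave 8 to 45 calls, 8 without adrenal, 11 without kidney and 45 without heart. In the other 7 organs, limma called 0 (21 unadjusted), DESeq2 7, edgeR 2, and limma 1 with every miRNA with a read, 1 with 10 RPM added and 5 with the GC content as a covariate. The interaction gave 0 by limma (28 unadjusted), 0 by edgeR and 3 with DESeq2. For the juvenile testes (1 call), edgeR gave 0, every miRNA with a read 3, 10 RPM added 2, and near-identical names merged 0 (26 unadjusted in limma, 1 call by DESeq2). Leaving out 1 testes library gave 0 to 1, with 0 without the adult or the aged. In the aged spleen (0 by limma, 30 unadjusted, 0 by edgeR), DESeq2 gave 3, every miRNA with a read 3, 10 RPM added 1 and names as listed 1. In these 2 comparisons the lone library is assumed to vary like the others.

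The number of miRNAs present in an organ rests on depth and on the limit. With libraries thinned to the smallest there were 175 in adrenal, 157 in antler, 166 in brain, 122 in heart, 175 in kidney, 167 in liver, 142 in lung, 71 in muscle and 175 in spleen, and 26 were ubiquitous. With at least 10 reads there were 171 in adrenal, 132 in antler, 168 in brain, 140 in heart, 145 in kidney, 139 in liver, 147 in lung, 126 in muscle, 168 in spleen and 128 in testes. Both settings lower the number by construction. In thinned libraries of muscle and heart miR-1 also leaves fewer reads for other miRNAs.

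The comparisons of single stages (2715 calls) gave 3 with the spread of the organ and stage model in the exact test of edgeR, 2 in brain, 1 in spleen and 0 in adrenal, antler, heart, kidney, liver, lung, muscle and testes. Of these 2 were in juvenile vs. adolescence, 1 in adult vs. aged, and 0 in each of juvenile vs. adult, juvenile vs. aged, adolescence vs. adult and adolescence vs. aged. With RPM as the input antler had 282 (180 from recovered reads), liver 203 (132), muscle 66 (150) and testes 685 (267). This setting tests each library as if it held 1000000 reads, so shallow libraries are taken as more precise than they are. Calls fell only in muscle and heart (362 to 304), the organs with the most reads, so the weight of depth was not shown to be gone.

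The comparisons of organs (17579 calls) gave 793 with that spread. Overexpressed and underexpressed miRNAs then numbered 49 and 73 in adrenal, 43 and 88 in antler, 139 and 132 in brain, 157 and 78 in heart, 80 and 55 in kidney, 43 and 92 in liver, 11 and 68 in lung, 10 and 56 in spleen and 16 and 85 in testes, and 245 and 66 in muscle, which came first in overexpressed miRNAs where it was last with 282 before. With TMM factors in the library sizes overexpressed miRNAs numbered 1401 in adrenal, 1183 in kidney, 1146 in liver, 1373 in muscle and 1006 in testes, and underexpressed ones 1566 in heart, 1148 in kidney, 1235 in muscle and 1331 in testes. Underexpressed miRNAs numbered 3505 in muscle with at least 10 reads over the 2 libraries, and 1134 in testes with RPM as the input.

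Of 236 organ-enriched miRNAs, 105 had at least 10 reads in the organ, with 10 in adrenal, 20 in brain, 7 in heart, 12 in kidney, 20 in liver, 2 in lung, 1 in muscle, 11 in spleen and 14 in testes, and 8 of 69 at 256-fold. The same organ was highest by 2-fold at each stage for 20, with 1 in adrenal, 2 in antler, 4 in brain, 2 in heart, 4 in kidney, 2 in liver, 1 in lung, 1 in muscle, 0 in spleen and 3 in testes (2 of them names for the same reads), and 4 at 256-fold. With libraries thinned to the smallest, brain had 31, heart 9 and muscle 0. TMM-scaled values gave 9 in kidney and 30 in muscle, the median over stages gave 22 in testes, and names as listed gave 66 in antler and 120 at 256-fold.

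Among the stage patterns, geometric means over organs gave 378 for MMM, 0 for UUU, 0 for MDD and 3 for MMU, and 1 RPM added gave 298 for MMM, 0 for UUU, 0 for MDD and 11 for MMU. With at least 10 reads MDD had 0 and MMU 8. Reads pooled over organs gave 44 for MMU. Leaving out 1 organ gave 0 to 1 for DDD (1 without liver), 1 to 3 for MDD (1 without kidney or liver) and 0 to 2 for UUU (0 without liver, 2 without antler).

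Depth limits what testes, at a median of 82124.5 reads, can show of scarce miRNAs, and no setting can replace a second library of an organ at a stage.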

Differences from the paper's values

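Both values are given for each difference, the paper's marked as the paper's. The alternatives named here were set before the data were examined, and no test in this part was chosen after its result was seen.

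For development-dependent miRNAs, the 60 comparisons and 10 organ totals of Table 3 were set beside the counts from recovered reads, and 34 of the 70 differed by more than 1.5 times. Of the 60 comparisons 0 were equal and 10 were within 5 of the paper. In testes the paper has 108 between juvenile and adolescence (64 from recovered reads), 129 between juvenile and adult (61), 114 between juvenile and aged (69), 141 between adolescence and adult (38), 130 between adolescence and aged (28), 83 between adult and aged (7) and 705 in total (267). In muscle the paper has 11 between juvenile and adolescence (23 from recovered reads), 15 between juvenile and adult (31), 17 between juvenile and aged (45), 4 between adolescence and adult (8), 8 between adolescence and aged (18), 1 between adult and aged (25) and 56 in total (150). In liver the paper has 57 between juvenile and adolescence (21), 45 between juvenile and adult (17), 67 between juvenile and aged (37), 38 between adolescence and adult (15), 41 between adolescence and aged (20), 35 between adult and aged (22) and 283 in total (132).

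For development-dependent miRNAs in kidney the paper has 50 between juvenile and adolescence (22 from recovered reads), 80 between juvenile and adult (53), 104 between adolescence and adult (52), 43 between adult and aged (24) and 438 in total (265). In antler the paper has 36 between juvenile and adolescence (5), 73 between juvenile and aged (41), 73 between adolescence and aged (42) and 289 in total (180). Single cells that differ by more than 1.5 times are adrenal between adult and aged, where the paper has 31 (18), brain between adolescence and aged, 133 (83), heart between juvenile and aged, 38 (63), and spleen between juvenile and aged, 120 (78).

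RPM as the input of the random sampling model brought 31 of these 34 counts of development-dependent miRNAs within 1.5 times the paper's. The exceptions were liver between juvenile and adolescence (32), muscle between adolescence and adult (2) and muscle between adult and aged (8). TMM factors in the library sizes did so for 6: heart between juvenile and aged (44), kidney between adult and aged (30), liver between juvenile and adult (33), between adolescence and adult (32) and between adult and aged (27), and spleen between juvenile and aged (80). Storey q values did so for 5: the antler total (193), brain between adolescence and aged (90), liver between adult and aged (24), spleen between juvenile and aged (82) and testes between juvenile and aged (84). The exact binomial test did so for heart between juvenile and aged (56), and leaving zeros out for adrenal between adult and aged (21). A minimum of 10 reads over the 2 libraries and the exact test of edgeR with the spread of the organ and stage model did so for 0 of the 34.

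Of 88 counts of organ-enriched miRNAs in Table 1, 3 differed by more than 1.5 times, all in antler. The counts here leave out the numbered miRNAs of antler, for which Supplementary Table 8 has 25 values, so the sets counted differ there. The paper has 4 at 4-fold (2 here), 3 at 8-fold (1) and 2 at 16-fold (1). Thinning to the smallest library came within 1.5 times of the paper at all of these 3 folds (3, 2 and 2), the median over stages at 4-fold (3) and TMM-scaled values at 8-fold (2). A minimum of 10 reads and the same organ at each stage did not.

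Of 5 stage patterns, 4 differed by more than 1.5 times. The paper does not say how it combined the organs, and patterns within each organ were not counted here. The 2 sets of counts may thus measure unlike things. The paper has 174 for MMM (102 here), 1 for DDD (0), 56 for MDD (2) and 51 for MMU (29). For MMU the reads pooled over organs came within 1.5 times (44). For MMM, DDD and MDD none of the alternatives did, that is reads pooled over organs, geometric means, a minimum of 10 reads, TMM-scaled values and 1 RPM added. DDD was 1 with the liver libraries left out.

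Some statements of order also differ. For overexpressed miRNAs the paper puts brain first, followed by testes and adrenal, where testes came first here with 2657, kidney second with 2383 and brain sixth with 1929, and with TMM factors brain came first with 1750. On 10 or more reads over the 2 libraries adrenal came first with 2013 and testes had 1790. In the exact binomial test kidney came first with 2106 and testes had 1945. Testes stayed first with RPM as the input (2874), Storey q values (3161) and zeros left out (2018). Muscle is last in the paper and was last here with 282, but had 1373 with TMM factors and came first with 245 in the exact test of edgeR. For underexpressed miRNAs the paper puts testes first and muscle last, where muscle came first here with 5612 and testes and kidney last with 732 each. With TMM factors heart came first with 1566 and testes had 1331. The paper has the most development-dependent miRNAs in testes and the fewest in muscle. Here brain had the most (407) and liver the fewest (132), while RPM as the input put testes first (685) and muscle last (66).

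The paper names 5 organs in which juvenile vs. aged had the most development-dependent miRNAs. From recovered reads that held in 2 of the 5, liver (37) and muscle (45). It did not hold in spleen (84 between adult and aged), adrenal (73 between adolescence and adult) and antler (42 between adolescence and aged). Of the 4 organs that the paper places between adolescence and a later stage, heart (87) and kidney (58) did so from recovered reads. Testes had the most between juvenile and aged (69) and brain between juvenile and adolescence (100). The paper counts miR-409b among the constantly high miRNAs, and it had 3.65 RPM in the aged muscle and 1423 as the median over libraries. The total of miR-378 in the text of the paper has 1 digit more than in Supplementary Table 7, which equals the 2094871 reads found here.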

Other observations

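Tests chosen only after the result was seen are those of the relabelled single organs, the splits that move whole stages, Table 3, the antler numbers, reads behind 256-fold enrichment, GC content, the shared direction behind the maturity difference, the spleen lists and the aged spleen with the adolescence lung, the swap and the 2 wrong labels, and each library taken alone. The relabelling of organs in the test of differences between organs and the depth behind the shared direction were set beforehand. The test of the share of lower calls in muscle uses total reads with miR-1 left out, a setting added after the data were seen.

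Organ labels were exchanged within stages, 100 labellings with the real one. Chance can be excluded for the miRNAs that differ between organs (1 of 100 labellings as large). For adrenal, antler, brain, heart, kidney, liver, lung, muscle, spleen and testes, each against the other organs, it was 1 of 100. The organ libraries of a stage come from the same 3 deer, so stages were moved as a whole. For the miRNAs that differ between stages (6 calls) this leaves 1 split, the real one, and for the maturity difference in heart, kidney and adrenal 3 splits, of which 1 was as large (37 calls, and 0 by limma in each of the other 2). Neither design can exclude chance differences between groups of deer. With labels exchanged in each organ separately, as if organs were of different deer, 1 and 2 of 100 labellings were as large. The maturity split was taken from the paper's clustering of these same libraries, so its labellings are not independent evidence. For the maturity difference in the other 7 organs and its interaction with the group of organs limma called 0 (21 and 28 at an unadjusted p below 0.05, 2 and 0 calls by edgeR, 7 and 3 by DESeq2), so every split, 3 of 3, is as large and the splits say nothing.

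Beyond organ, many libraries moved along 1 direction of change. It took up 39.0% of the variation within organs over 124 known miRNAs, against 13.0% for the second direction and at most 10.3% in 100 shuffles. Fitted without an organ, it took up 58.0% of the variation in spleen, 53.7% in adrenal, 50.8% in kidney, 45.1% in brain, 40.4% in lung, 28.3% in heart and 21.7% in testes, but 2.69% in liver, 0.593% in muscle and 0.132% in antler. Scores fell with the GC content of the library that Supplementary Table 3 gives (Pearson's r within organs -0.815, Spearman's rho -0.769, both with a permutation p of 1e-05, the smallest that can be had, and r -0.749 without the 2 farthest libraries), 1 of 3 measures tested, with an adjusted p of 3.00e-05. They did not follow depth (r 0.191, permutation p 0.329; rho 0.112, p 0.530) or the miRNA share of clean reads (r 0.198, permutation p 0.308). A bias of library preparation or sequencing with GC content is therefore a candidate explanation. The organs differed in this. In brain the score was 14.1 at 48.25% GC (juvenile) and -15.3 at 53.65% (adolescence). In antler GC content ran from 49.27% to 51.35% while scores stayed between -0.36 and 0.46. In kidney scores ran from -8.63 to 8.24 with GC content between 50.01% and 50.58%. GC content alone thus does not account for the scores in antler or kidney. The GC content of a library is also made by the RNAs in it, so a change in the tissues could give the same relation. No batch of preparation is named in the deposited records.

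The maturity difference in heart, kidney and adrenal lies along this direction. On the direction fitted without these 3 organs, 35 of the 37 called miRNAs had the opposite sign, as a fall along the direction would give, and r over 106 miRNAs was -0.845 (miRNAs are not independent, so no p is given). With the GC content as a covariate the median absolute log2 change of the 37 was 1.45 in place of 1.96, the median standard error rose from 0.379 to 0.576, all 37 kept their sign and 0 were called by limma (33 at an unadjusted p below 0.05). In heart and adrenal the mean GC content rose from 48.8% to 51.8% and from 49.3% to 51.2% with maturity, so there it cannot be told apart from maturity. In kidney it went from 50.2% to 50.4%, with overlapping libraries. Of 11 miRNAs called without kidney, 10 parted the 2 older from the 2 younger kidney libraries in the called direction, which argues against the GC content of the library as the whole cause in kidney. Maturity remains open as a biological explanation, and a preparation of the 2 younger stages apart from the 2 older was not tested.

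The miRNAs listed by the paper for spleen follow the same direction, fitted without spleen. All 18 with a position lay on the side of their list, a difference of medians at the 99.98th percentile of 10000 random lists, where 71 of 124 positions were positive. These miRNAs were picked by the authors from these libraries. The change in the aged spleen may thus be part of a change seen in libraries of other organs at other ages, and neither age nor a technical source is set apart by it.

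The aged spleen and the adolescence lung were nearest to each other. With the direction fitted without lung and spleen taken out, 40 of 40 libraries were nearest to a library of their own organ, where 37 were before, so the shared direction is a candidate explanation. Markers argue against a swap of the 2 libraries. Of the tested miRNAs, 14 parted the 3 other lung libraries from the 3 other spleen libraries by 2-fold or more, and between these 2 libraries 14 of 14 differed in the direction of the organ named. In 13 of these 14 the aged spleen also lay past all 4 lung libraries on the spleen side (not in miR-150), which argues against a lung library under its name. A library of an organ other than lung under that name is less settled. The younger spleens lay above every library of the other 9 organs in 2 miRNAs. The aged spleen did so in miR-145 (136607 RPM, at most 105877 in other organs), which goes against another organ, and not in miR-150 (31.1 RPM, up to 130 in other organs), so 1 of 2 markers held. Its mean r was 0.884 with spleen and 0.879 with lung, and with the direction taken out its nearest library was the adolescence spleen (r 0.963). With so few markers such a wrong label cannot be told apart from a change in the spleen.

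Each of the 40 libraries was also set against the other 3 of its organ. For the aged spleen (30 miRNAs at an unadjusted p below 0.05) 2 of 40 libraries had as many, itself included, and for the juvenile testes (26) 3 of 40. The adolescence brain had 44. A library that is apart for reasons of its own, whatever its stage, cannot be told apart from a change at that stage.

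In Table 3 the counts were nearer to those of the random sampling model with RPM as the input (Spearman's rho 0.959 over 60 comparisons) than with reads (0.664). RPM as the input is a candidate explanation for the counts of the paper. The 60 comparisons share libraries, so no p is given.

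Of the miRNAs enriched at 256-fold, 88.4% had fewer than 10 reads in the libraries of their organ, so few reads behind them are a candidate explanation for most. At total reads 102 of 109 calls in muscle were lower (93.6%). With miR-1 left out 47 of 59 were (79.7%), a fall of 13.9 percentage points, so part of the share may come from miR-1 taking most of the muscle reads. With TMM scaling the share was 45.2% and with DESeq2 38.6%, so it depends on scaling to total reads.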
